# Construction of miRNA-miRNA networks revealing the complexity of miRNA-mediated mechanisms in trastuzumab treated breast cancer cell lines

**DOI:** 10.1371/journal.pone.0185558

**Published:** 2017-10-05

**Authors:** Emine Ezel Cilek, Hakime Ozturk, Bala Gur Dedeoglu

## Abstract

Trastuzumab is a monoclonal antibody frequently used to prevent the progression of HER2+ breast cancers, which constitute approximately 20% of invasive breast cancers. microRNAs (miRNAs) are small, non-coding RNA molecules that are known to be involved in gene regulation. With their emerging roles in cancer, they are recently promoted as potential candidates to mediate therapeutic actions by targeting genes associated with drug response. In this study we explored miRNA-mediated regulation of trastuzumab mechanisms by identifying the important miRNAs responsible for the drug response via homogenous network analysis. Our network model enabled us to simplify the complexity of miRNA interactions by connecting them through their common pathways. We outlined the functionally relevant miRNAs by constructing pathway-based miRNA-miRNA networks in SKBR3 and BT474 cells, respectively. Identification of the most targeted genes revealed that trastuzumab responsive miRNAs favourably regulate the repression of targets with longer 3’UTR than average considered to be key elements, while the miRNA-miRNA networks highlighted central miRNAs such as hsa-miR-3976 and hsa-miR-3671 that showed strong interactions with the remaining members of the network. Furthermore, the clusters of the miRNA-miRNA networks showed that trastuzumab response was mostly established through cancer related and metabolic pathways. hsa-miR-216b was found to be the part of the most powerful interactions of metabolic pathways, which was defined in the largest clusters in both cell lines. The network based representation of miRNA-miRNA interactions through their shared pathways provided a better understanding of miRNA-mediated drug response and could be suggested for further characterization of miRNA functions.

## Introduction

With at least 1.3 million new cases per year, breast cancer is the most frequently seen cancer type among women worldwide. Despite the decreasing mortality rate in our decade, it is still a life threatening disease with different histological and molecular subtypes [1]. The majority of poor clinical outcome is usually related to the development of metastasis with drug resistance, which is mostly seen in HER2+ metastatic breast cancers [2,3]. So far, the humanized anti-HER2 monoclonal antibody, trastuzumab (Herceptin), has been a key component used for the treatment of HER2+ early stage cancers. However, the response rate to trastuzumab monotherapy is only around 35% and the development of resistance to the agent after the first year of treatment is still an emerging problem[2,4]. As a result, identification of the mechanisms underlying the trastuzumab antitumour activity still keeps its importance for the discovery of new combinational and single agent therapies as well as the novel treatment strategies [4–6].

microRNAs (miRNAs) are endogenous small non-coding RNAs approximately 22 nucleotides in length that play regulatory roles in gene expression by mediating mRNA cleavage or translational repression [7]. A single miRNA can target several genes, more than a hundred mRNAs in average. 60% of whole human protein coding genes are predicted to have miRNA-binding sites in their 3’ untranslated regions (3’UTRs). Together with the number of identified miRNAs running into thousands, they form one of the most abundant classes of the gene-regulatory systems in the cell [8]. Thus, any deregulation of the miRNAs might cause a major disruption in the gene regulation mechanisms of the cell that might even lead to the cancerous phenotypes [9]. It has been shown that miRNAs are deregulated in breast cancer and various types of other human cancers [10,11]. Since miRNAs might have effective roles in the progress of diseases, they are likely to become potential therapeutic targets for cancer as well. A therapeutic benefit could be provided by modulating the expression levels of miRNAs in the disease state [12]. A recent study has showed that level of miR-210 in plasma might be associated with trastuzumab resistance in patients [13]. It was followed by other findings indicating the effect of trastuzumab on the expression of miRNAs, however, these studies only have focused on the oncogenic and tumor suppresor functions of the individual miRNAs in trastuzumab sensitive or resistance cell lines [14–19]. Unfortunately they fail to explain the complexity of miRNA mediated drug mechanisms due to the absence of information on the regulatory interaction networks.

Network analysis is one of the widely adopted approaches to discover driver genes and pathways in biological systems [20]. Recent studies have shown that miRNA networks have synergistic roles in the regulation of pathological conditions. If two miRNAs interact with each other in a network, they are more likely to regulate the pathways and target genes with similar functions in the same disease [21–23]. Therefore, investigation of the interactions between miRNAs on the network models might provide significant insights to explain the complex regulatory mechanisms in the drug treatment [24].

In this study, our aim was to uncover the underlying mechanisms of trastuzumab treatment by elucidating the miRNA-regulatory networks in breast cancer cell lines. For this purpose, we first performed a microarray miRNA profiling in trastuzumab treated cells (Geo Accession Number: GSE104076)to find out responsive miRNAs. We constucted a miRNA-miRNA network model that was capable of the visualization of functionally relevant miRNA pairs, where miRNAs were represented as nodes and the edges represented the targeted pathways or biological processes. The application of network analysis to trastuzumab responsive miRNAs revealed the genes that were highly favored by the miRNAs, such as KSR2 (kinase suppressor of ras 2); MDM4 (p53 regulator); UBE2W ubiquitin conjugating enzyme E2 W); CADM2 (cell adhesion molecule 2); ARL15 (ADP ribosylation factor like GTPase 15). These genes were known to involve in the regulation of MAPK signaling pahtway, cell cycle, metabolism of proteins, cell-cell communication of cancer cells. Functionally relevant miRNA pairs were found in the networks based on their shared pathways and biological processes, which helped us to find out the prominent miRNA-mediated mechanisms in trastuzumab treatment. We suggest that uncovering the synergistic effects between miRNAs might deepen our knowledge about their potential roles and their interacting molecular targets in the drug treatment and provide new insights into the trastuzumab treatment in system-wide level.

## Materials and methods

### Cell lines and reagents

HER2+ breast cancer cell lines BT474 (HTB-20) representing Luminal B (ER+; PR+, HER2+; ductal carcinoma) subtype and SKBR3 (HTB-30) representing HER2+ subtype (ER-; PR-; HER2+; adenocarcinoma) of breast cancer were purchased from the American Type Culture Collection (ATCC) [25,26], which were known to well characterized in previous studies and decribed highly sensitive to trastuzumab treatment [27,28]. SKBR3 cells were maintained in Mc Coy’s 5A medium (Lonza) with L-glutamine containing 10% fetal bovine serum (FBS), 1% penicillin-streptomycin. BT474 cells were maintained in RPMI 1640 medium with L-glutamine (Lonza) supplemented with 10% FBS, 1% penicillin-streptomycin and 2% bovine insulin. The cell lines were cultured in a humidified air supplemented with 5% CO_2_ at 37°C. Trastuzumab was (kindly gifted by Prof. Dr. Hakan Gürdal from the Department of Pharmacology in Medical School of Ankara University) dissolved in phosphate-buffered saline (PBS) (stock concentration of 300 mg/mL) and stored at 4°C.

### WST-1 assay and trastuzumab treatment

The WST-1 assays (Roche Applied Science) were performed to see the sensitivity of the cells to trastuzumab. The assays were maintained according to the manufacturer's instructions. BT474 and SKBR3 cells were plated as 5x10^3^ cells per well in 96-well plates. After 24 hours, the cells were exposed to trastuzumab at different concentrations as 0.05, 0.1, 0.5, 2, 6, 30, 60, μg/ml and they were kept in drug treatment for 6 days. The culture media containing trastuzumab were replaced every 72 hours. On day 6, 10 μl of WST-1 reagent was added into each well. After 2 hours of incubation at 37°C, the absorbance at 450 nm was measured by a spectrophotometric reader (Perkin Elmer’s Victor Plate Reader). The half maximal inhibitory concentration (IC_50_) was calculated by using Graphpad Prism 6 Program.

For further experiments, SKBR3 and BT474 cells were plated at a starting density of 2 x 10^6^ in 100 mm cell culture plates. BT474 and SKBR3 cells were treated with 6 μg/mL trastuzumab and/or PBS as control within two biological replicates for 144 hours. The media were changed in every 72 hours.

### RNA isolation and miRNA profiling by microarray analysis

Total RNA was isolated with the TRIzol reagent (Invitrogen) according to the manufacturer's instructions. Absorption at 260 nm and 280 nm was measured for the determination of RNA purity. The integrity of the RNAs was determined on the gel electrophoresis by checking out the 18S/28S ribosomal RNA ratios. Hybridization was performed in Human miRNA Microarray, Release 19.0, 8x60K (G4870A, Agilent Technologies) platform, which was an array designed from miRBase version 19 containing 2006 miRNAs. Each miRNA sequence was represented by probes replicated at least 30 times on the array. Spike-in control solutions were first prepared and total RNA (100 ng) from each sample was dephosphorylated with calf intestine alkaline phosphatase at 37°C for 30 min. It was followed by a denaturation step that includes the incubation of samples in DMSO at 100°C for 10 minutes. Samples were then labeled with Cyanine3-pCp by using T4 RNA Ligase at 16°C for 2 hours. They were mixed with 10x blocking agent and 2x Hi-RPM hybridization buffer (Agilent Technologies), and hybridizations were performed at 55°C with rotation at 20 rpm. After the washing step, the arrays were scanned in Roche Nimblegen instrument by using Agilent Scan Control software. The data were acquired using Agilent Feature Extraction software for miRNA microarray, generating a GeneView file that contained summarized signal intensities for each miRNA by subtracting the background after combining the intensities of replicate probes.

### Microarray data analysis

Two biological replicates were used for each treated and untreated cells. A total of 4 samples from BT474 cells (2 from trastuzumab treated and 2 from PBS treated) and 4 samples from SKBR3 cells (2 from trastuzumab treated and 2 from PBS treated) were analyzed. BRB Array Tools 4.3.2. stable release was used for the normalization and statistical analysis. Bioconductor packages were used for the normalization and statistical comparisons. The data were normalized by Quantile normalization method [29]. The stastistical comparisons were done by using t-test based class comparison function of BRB Array Tools, which is called “between group of arrays (BGA)”. In order to find out the differential expressed miRNAs between the treated and non-treated cell lines, p-value less than 0.05 and fold changes more than 2 were used as cut-off values.

### Target prediction of trastuzumab responsive miRNAs

Two different target prediction algorithms (DIANA-microT-CDS v5.0 and TargetScan v71) were used for *in silico* target identification of the differentially upregulated and downregulated miRNAs in both cell lines [30,31]. While DIANA-microT-CDS uses thermodynamic-based algorithm, TargetScan relies on a seed complementarity model for the target prediction [32]. Target genes of each responsive miRNA were investigated in both databases. Top 200 of the predicted targets were selected in TargetScan V7 and TargetScan V7.1, a cut-off value of 0.7 was applied to DIANA-microT-CDS database for the prediction of target genes. The intersection of the predicted targets from two algorithms were used to increase the sensivity of the target prediction [33]. The overlapping target genes were listed for further analysis.

### Venny analysis

A Venn Diagram analysis; “Venny http://bioinfogp.cnb.csic.es/tools/venny/index.html” was performed to determine the overlapping target gene sets, which were defined as common predicted targets in both DIANA-microT-CDS and Targetscan tools. The overlapping lists were determined as the final target gene lists for each responsive miRNA.

### Pathway enrichment analysis of the target genes

To better understand the functional characters of miRNA-miRNA pairs, a KEGG pathway enrichment analysis was performed for the final target gene lists by using WebGestalt tool [34,35]. The overlapping target gene list of each responsive candidate miRNA were uploaded into the WebGestalt tool. As the default setting the minimum number of genes was adjusted to 2 from the list that was required for a pathway to be considered. The adjusted p-value of each enriched pathway was calculated with the method of Benjamini and Hockberg and the statistically enriched pathways were obtained using hypergeometric test (p-value < 0.05). To construct the networks, KEGG pathway terms were used and they were collected in a list (e.g. Metabolic pathways—hsa01100).

### Network construction

The networks presented in this study were built by using trastuzumab responsive miRNA profiling data acquired from our study (Geo Accession Number: GSE104076). For the construction of the networks, we classified the trastuzumab responsive miRNAs in two groups as “responsive miRNAs in SKBR3” and “responsive miRNAs in BT474”. To find out the functional features of miRNA pairs, a pathway enrichment analysis was performed using the final target gene lists and they were used to connect the miRNA pairs in the network.

For each miRNA pair, the corresponding significance value was calculated using hypergeometric distribution [36].

$$P=1-\overset{x-1}{\underset{i=0}{\sum }}\frac{\left({}_{i}^{m}\right)\left({}_{n-i}^{N-m}\right)}{\left({}_{n}^{N}\right)}$$

where N was the total number of genes/pathways, n was the number of genes/pathways that were regulated by one responsive miRNA, m was the number of genes/pathways that were regulated by the other miRNA, and x was equal to the number of common genes/pathways for both miRNAs. The miRNA pairs were considered as significant and included into the network if their p-value was p<0.05. In the pathway-based analysis N was set to the number of KEGG pathways (400 pathways) and in the gene-based analysis N was set to the number genes in the WebGestalt NCBI Gene data source (28.000 genes).

The networks were created in the form of interaction lists in which each line represented an interaction between two miRNAs, including the type and the weight of the interaction. Visual Studio 2010 was used to implement the proposed network models. Cytoscape Version 3.2.0 [37] was used to visualize and analyze the networks. To identify central nodes with high degrees, Network analyzer plugin of Cytoscape was utilized. The most central node of the network indicated the node with the most interaction in terms of degree and the size of the nodes represented their degree values (degree centralities). The upregulated miRNAs were visualized as red nodes whereas the downregulated miRNAs were visualized as green nodes.

The networks presented in this study were designed as homogenous networks to define the relationships of functionally relevant miRNAs. The miRNA-miRNA network model was inspired from a recent study where the proteins were connected to each other through their shared ligands to construct a protein-protein network [38]. Similarly, we built a miRNA-miRNA interaction network by linking miRNAs through their shared enriched pathways or biological processes.

In our model, the nodes of the network represented miRNAs and the edges were either the shared biological processes or pathways between a pair of miRNAs. Each edge in the network had a weight indicating the number of the shared features. For instance; two virtual miRNAs; miRNA X and miRNA Y were used to figure out their functional roles. miRNA X was known to relate with the pathways P1 and P2; miRNA Y, on the other hand, was related to the pathways P2, P5 and P8. The pathway based network model allowed us to connect miRNA X and miRNA Y through their common pathway P2. The weight of the edge between miRNA X and miRNA Y was equal to one, since they only shared a single pathway (Fig 1). Through the network analysis the most targeted genes were also determined based on the total number of miRNAs regulating them in the network.

**Fig 1:**
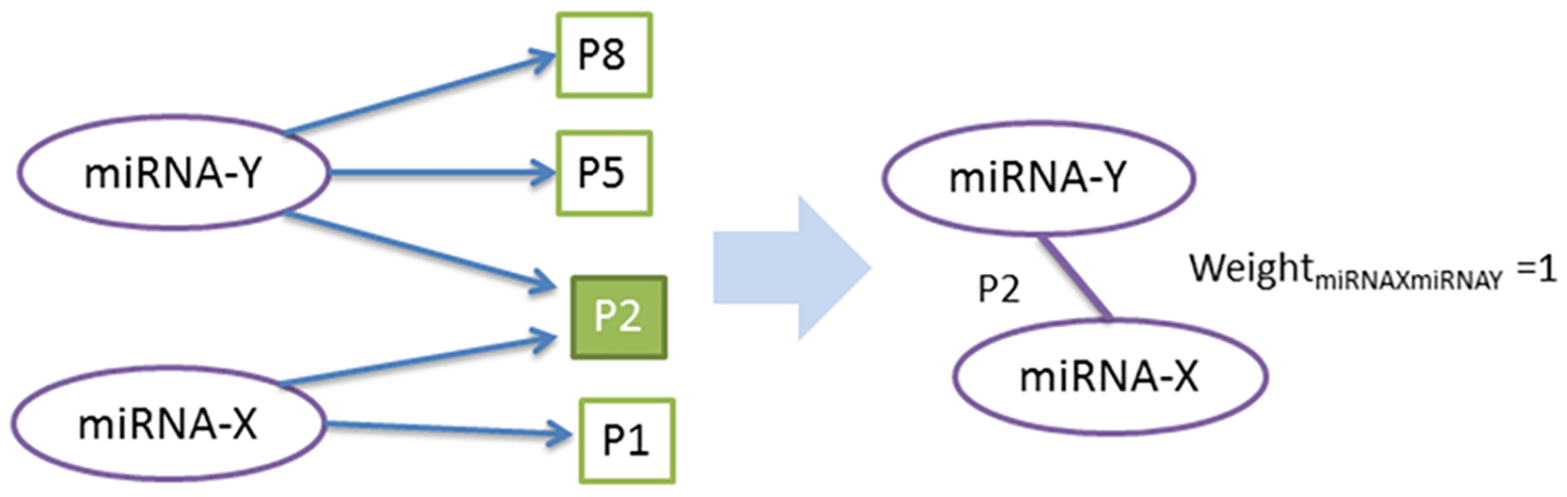
An example of the network model in the study. miRNA X was known to target the pathways P1 and P2; miRNA Y, on the other hand, was related to the pathways P2, P5 and P8. The pathway based network model helped us to connect miRNA X and miRNA Y through their common pathway P2. The weight of the edge between miRNA X and miRNA Y was set to be one, since they shared one single pathway. The corresponding significance value was calculated using hypergeometric distribution for each miRNA pair. The less significant miRNA pairs with p-value larger than 0.05 were filtered out of the network.

#### Clustering of the trastuzumab responsive miRNA-miRNA pairs in the pathway based network models

Cluster analysis of the network reveals cliques of nodes that we expect to have similar properties since they are tightly connected. In this study, we performed the cluster analysis using “Clustermaker2” plugin of Cytoscape [39]. Since the networks were implemented as undirected weighted networks, the sub-miRNAs or cliques were found out by “Markov Cluster (MCL) Algorithm” to figure out the contribution of edges and the power of links between their interacted nodes [40]. An automatic edge threshold was applied to the network to get more specific cluster families.

### Functional validation of the most targeted genes

A functional validation was performed with the top targeted gene sets in the networks to understand whether they were related to breast cancer or not. The validation was done using The Cancer Genome Atlas (TCGA) Breast Cancer gene expression dataset (AgilentG4502A_07_3 array), which was provided to access publicly as a part of the UCSC Cancer Genome Browser [41]. This dataset uses the log2 lowess normalized ratio of sample signal to reference signal (cy5/cy3) collapsed for each gene. The top 30 targeted genes of responsive miRNAs in BT474 and SKBR3 cells were searched for their expression values in TCGA Breast Cancer data sets by using “UCSC Xena http://xena.ucsc.edu” program.

### Statistical analysis

We performed the statistical analyses with Graphpad Prism 6, Microsoft Excel 2010, Visual Basic 2010 and BRB Array Tools 4.3.2. programs. The half maximal inhibitory concentration (IC_50_) was calculated by using dose-response curves in Graphpad Prism 6 Program. A two sample t-test was used to determine the differentially expressed miRNAs in microarray profiling by using BRB Array Tools 4.3.2. release. The significances of the miRNA networks were found out by using a hypergeometric distribution and *P*-value<0.05 was defined as the cut-off value for the significant miRNA interactions.

## Results

### Trastuzumab responsive miRNAs in SKBR3 and BT474 cell lines

131 upregulated and 134 downregulated miRNAs were identified in BT474 cells, while 104 upregulated and 98 downregulated miRNAs were found to be differentially expressed in SKBR3 cells (Table 1) (S1 Table and S1 and S2 Figs). 

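The miRNAs were measured on one-colour arrays in BT474, a line of the luminal B subtype, and in SKBR3, a line of the HER2+ subtype. Trastuzumab is an antibody against HER2, and both lines are sensitive to it. The cells received 6 μg/mL trastuzumab or PBS for 144 h, with 2 biological replicates per treatment and line, so that 8 arrays are labelled. The array follows miRBase release 19 and carries 2006 human miRNAs, each on 30 spots that share 1 to 4 probe sequences. All arrays lie on 1 slide, with the PBS arrays in slide row 2 and the trastuzumab arrays in slide row 1. The authors deposited the scanner output of each array, which holds spot intensities and, for each miRNA, a summed signal with a flag for detection, and a table of log2 values per probe that they had quantile normalized. Detected miRNAs numbered 247 and 254 on the PBS arrays and 248 and 256 on the trastuzumab arrays labelled BT474, and 247 and 203 on the PBS arrays and 218 and 201 on the trastuzumab arrays labelled SKBR3. A total of 1699 miRNAs (84.7%) were detected on no array, and 173 on all 8. A miRNA that is not detected has a summed signal of 0.1 in the files. Between 7.71% and 9.67% of the spots of an array were well above background. The summed signals were quantile normalized over the 8 arrays, values under 10 were set to 10, and the log2 values were compared within each line with limma, at the study's thresholds of an unadjusted p under 0.05 and a fold change above 2. miRNAs at the floor on every array of a line have no value, which left 285 miRNAs to test in BT474 and 285 in SKBR3. Where a miRNA was detected on both arrays of one group and not on both of the other, its change is given as a limit, in which the brighter group's mean is set against the higher of each array's lowest detected signal and the miRNA's own value. Where neither group was detected on both arrays, the log2 fold change is given, and its size depends on the floor. A limit holds for the normalized summed signals alone, and other values of the same arrays can give a smaller change. The p-value beside a limit tests the log2 fold change with the floor of 10, and 2 arrays at the floor add no spread to it. The small number of arrays limits the precision of every value.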

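The file labelled SKBR3 PBS replicate 1 is identical to the file labelled BT474 PBS replicate 1 in all 62344 spots, so that the labels cover 7 different arrays. Spearman correlations between arrays were taken over the 307 miRNAs detected on at least 1 of the 8 arrays. The array under both labels had 0.934 to 0.983 with the other 3 BT474 arrays. With the other 3 SKBR3 arrays it had 0.763 to 0.788, and these reached 0.947 to 0.980 among themselves. These correlations run across miRNAs, which are not independent replicates. The log2 signals of replicates differed with an SD of 0.260 to 0.314 in the other groups and of 1.20 in the SKBR3 PBS group. For the SKBR3 counts and the SKBR3 changes of single miRNAs, the value with the shared array under its label is followed by the value without it where there is one. The remaining PBS array is then assumed to vary like the trastuzumab arrays, and where both of these lie at the floor the fit has no spread of the miRNA's own.

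**Figure D1:**
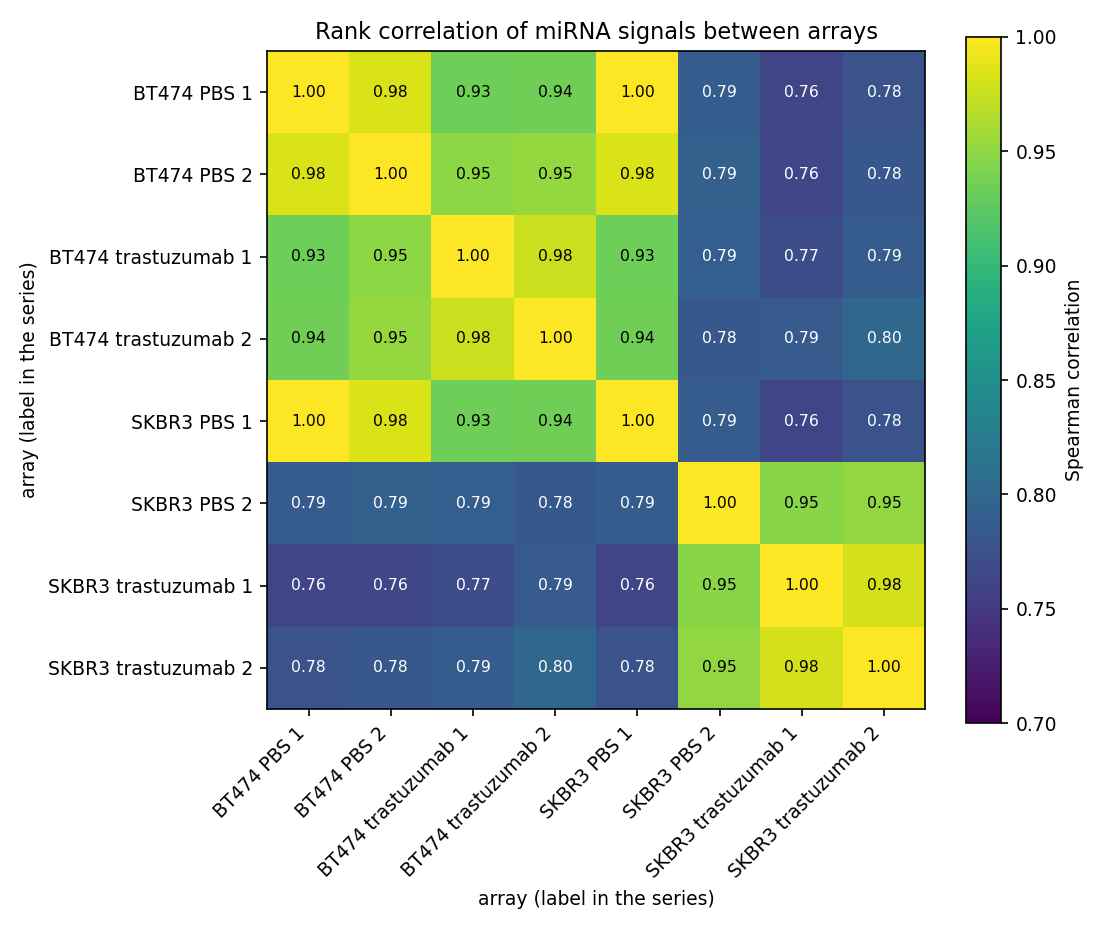
Spearman correlation between the 8 labelled arrays over the 307 miRNAs detected on at least 1 of them. Rows and columns are the arrays by cell line, treatment and replicate, and each cell gives the correlation. The array labelled SKBR3 PBS replicate 1 has 0.934 or more with every BT474 array and at most 0.788 with the other SKBR3 arrays.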

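In BT474 cells, 18 upregulated and 20 downregulated miRNAs passed both thresholds, and 22 of the changes above the fold threshold had a Benjamini-Hochberg adjusted p under 0.05 in limma. Of these 38 miRNAs, 19 were detected on all 4 arrays of the line, and 17 were detected on neither array of 1 of the treatments. The list of responsive miRNAs in S1 Table holds 21 of the 38 in the same direction, which is not independent evidence, since that list was drawn from these arrays. In SKBR3 cells, 13 upregulated miRNAs and 1 downregulated miRNA, hsa-miR-762, passed both thresholds, 11 of them in S1 Table, and 3 of them, hsa-miR-2392, hsa-miR-4472 and hsa-miR-5090, had an adjusted p under 0.05. Without the array labelled SKBR3 PBS replicate 1, there were 18 upregulated and 8 downregulated miRNAs, 14 of them with an adjusted p under 0.05, and 12 miRNAs were called in the same direction with and without it. In 7 of the 8 downregulated miRNAs, which are 7 of the 14, both trastuzumab arrays lay at the floor, and in that case every miRNA above the fold threshold was called. Without SKBR3 PBS replicate 2, which leaves the shared array as the only PBS array of the line, 47 upregulated and 76 downregulated miRNAs were called, 59 of the 76 with both trastuzumab arrays at the floor. The counts rose most when the deposited values were tested per probe with the random variance model, a setting chosen after seeing the data, to 134 upregulated and 141 downregulated miRNAs in BT474, 110 and 102 in SKBR3, and 147 and 205 in SKBR3 without the shared array. A miRNA with probes called in both directions counts in each, which holds for 9, 10 and 22 miRNAs. The BT474 counts past both thresholds fell most under a normexp background correction of the spots, also chosen after seeing the data. It gave 0 upregulated and 2 downregulated miRNAs (hsa-miR-1260b and hsa-miR-1273g-3p, named after their values were seen). Its offset of 50, added to every spot, shrinks the fold changes of dim miRNAs, so that the fold threshold is harder to pass. At any fold, 308 of 2006 miRNAs then had an unadjusted p under 0.05 in limma. The BT474 number with an adjusted p under 0.05 was 2 there. It was 0 in limma with the replicate number as a block (74 unadjusted) and with the deposited values averaged per miRNA (181 unadjusted). The paper takes its lists from a two-sample t-test with the random variance model at the same thresholds and describes the miRNAs on them as responsive to trastuzumab.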

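The first miRNAs of Table 1 were looked up on the arrays. hsa-miR-34c-3p and hsa-miR-588, the first upregulated miRNAs for BT474 cells, were detected on none of the 8 arrays and lay at the floor throughout. In the authors' deposited probe values, the 4 probes of hsa-miR-34c-3p had fold changes from 0.523 to 7.69 and the 4 probes of hsa-miR-588 from 0.503 to 5.96, with 1 probe of each past both thresholds. hsa-miR-466, the first downregulated miRNA, was detected on both PBS arrays, with signals of 126 and 46.8, and on neither trastuzumab array. It was at least 6.35-fold lower after trastuzumab (adjusted p = 0.0837, limma), and this limit became 3.45-fold without PBS replicate 1 and 11.3-fold without PBS replicate 2. It no longer passed when either trastuzumab array was left out (unadjusted p = 0.152 and unadjusted p = 0.168, limma). All 4 of its probes in the deposited values passed, with fold changes from 0.0960 to 0.375. For SKBR3 cells, hsa-miR-580 and hsa-miR-338-5p were detected on none of the 8 arrays. Their probes in the deposited values had fold changes from 0.645 to 16.2 and from 0.873 to 10.5, and from 0.684 to 14.1 and from 0.904 to 12.6 without the shared array, with 1 of 4 probes past both thresholds each time. hsa-miR-200a-3p and hsa-miR-339-3p, the first downregulated miRNAs, were detected among the arrays labelled SKBR3 on the shared array alone, with signals of 2285 and 54.6, and lay at the floor on the other PBS array and on both trastuzumab arrays, so that no change of their summed signals could be tested in SKBR3 without that array. With it, their log2 fold changes, whose size depends on the floor, were -3.92 and -1.22, each with an adjusted p of 0.619 (limma). In the deposited values the 4 probes of hsa-miR-339-3p ranged from 0.0574 to 1.21, and the lowest was 0.0167 without the shared array, with 1 probe past both thresholds, downregulated, each time. Over the whole of Table 1, 1 of the 20 miRNAs for BT474 cells was detected on an array of that line, and 4 of the 20 for SKBR3 cells, 3 of them on the shared array alone.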

The differentially expressed miRNAs were described as “responsive miRNAs” in the trastuzumab treatment (S1 Table). miRNAs that did not have the overlapped predicted target lists obtained by both DIANA-microT-CDS and TargetScan tools or miRNAs had the intersected targets but did not show functional enrichment in any pathway or biological process were omitted from the data source. 

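The 265 responsive miRNAs of S1 Table for BT474 cells were set against the detection flags of the 4 BT474 arrays. At least 1 array detected 34 of them (12.8%), 14 of the 130 upregulated and 20 of the 135 downregulated miRNAs, and 231 (87.2%) were detected on none. Of the 1741 miRNAs outside the list, 253 (14.5%) were detected (two-sided Fisher's exact test, p = 0.51). For SKBR3 cells, 23 of the 202 listed miRNAs (11.4%) were detected, 16 of 104 upregulated and 7 of 98 downregulated, against 262 of 1804 (14.5%) outside the list (p = 0.244, the same exact test). Without the shared array the listed number fell to 17. Of the downregulated miRNAs, 6 were detected on the shared array alone, and 5 of these 6 on all 4 BT474 arrays. The group means of the list matched the means of the deposited probe values, within 0.006 plus 0.1%, for 265 of 265 miRNAs in BT474 and 202 of 202 in SKBR3. The SKBR3 PBS means matched in 0 of 202 miRNAs when PBS replicate 2 was taken alone. Most miRNAs have several probes. Of 264 listed BT474 miRNAs with more than 1 probe, 235 (89.0%) passed both thresholds on a single probe and 17 on every probe, and 146 had a probe that changed in the opposite direction. Of the 202 in SKBR3, 176 (87.1%) passed on a single probe, 16 on every probe, and 122 had a probe that changed in the opposite direction. When the shared array was left out, 127 of the 202 passed in the listed direction, 113 of them on a single probe.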

57 miRNAs were omitted from BT474 dataset, while 49 miRNAs were omitted from SKBR3 dataset (S2 Table).

**Table 1:** 20 responsive miRNAs with the greatest difference in expression levels in trastuzumab treated SKBR3 and BT474 cell lines.

MicroRNA ID	Gmean BT474 Trastuzumab	Gmean BT474 PBS	Fold-change	p-value*
hsa-miR-34c-3p	76.9	10	7.69	0.000495
hsa-miR-588	85.79	14.4	5.96	0.001264
hsa-miR-580	58.94	10	5.89	0.001384
hsa-miR-374a-3p	175.49	29.84	5.88	0.001392
hsa-miR-616-3p	62.19	10.83	5.74	0.001721
hsa-miR-3124-3p	166.41	29.76	5.59	0.002031
hsa-miR-5088	307.06	56.29	5.46	0.002344
hsa-miR-541-5p	97.02	19.1	5.08	0.00259
hsa-miR-493-3p	83.25	16.82	4.95	0.002595
hsa-miR-551b-5p	83.11	17.34	4.79	0.002642
hsa-miR-466	33.72	299.95	-8.90	0.048349
hsa-miR-5692a	12.15	102.61	-8.45	0.049597
hsa-miR-99a-3p	18.39	123.48	-6.71	0.049275
hsa-miR-379-3p	29.91	200.03	-6.69	0.049586
hsa-miR-3671	11.07	62.79	-5.67	0.048871
hsa-miR-937-3p	13.98	77.8	-5.57	0.048947
hsa-miR-876-5p	16.9	89.68	-5.31	0.048314
hsa-miR-1228-5p	17.77	90.27	-5.08	0.048149
hsa-miR-300	20.41	102.78	-5.04	0.04733
hsa-miR-6502-3p	19.4	97.29	-5.01	0.047564
MicroRNA ID	Gmean SKBR3 Trastuzumab	Gmean SKBR3 PBS	Fold-change	p-value*
hsa-miR-580	185.53	11.47	16.18	0.003577
hsa-miR-338-5p	125.93	11.94	10.54	0.005305
hsa-miR-5196-5p	215.5	24.32	8.86	0.00041
hsa-miR-4768-3p	129.57	16.88	7.68	0.001565
hsa-miR-92b-5p	78.06	10.56	7.39	0.004378
hsa-miR-4754	199.53	27.21	7.33	0.001553
hsa-miR-890	67.76	10.02	6.76	0.004637
hsa-miR-6716-5p	97.1	15.48	6.27	0.008135
hsa-miR-613	149.1	23.91	6.24	0.035063
hsa-miR-5090	527.56	85.64	6.16	0.001562
hsa-miR-200a-3p	24.74	520.28	-21.03	0.041457
hsa-miR-339-3p	43.85	763.4	-17.41	0.004607
hsa-miR-345-5p	18.87	296.55	-15.72	0.001076
hsa-miR-19a-5p	24.05	233.07	-9.69	0.030978
hsa-miR-4760-5p	11.64	108.72	-9.34	0.021372
hsa-miR-3684	20.84	162.31	-7.79	0.002313
hsa-miR-190a	34.15	254.61	-7.46	0.043939
hsa-miR-514a-5p	20.39	139.41	-6.84	0.001464
hsa-miR-3976	25.61	161.05	-6.29	0.028377
hsa-miR-10b-5p	39.53	239.88	-6.07	0.008059

Gmean BT474 trastuzumab and BT474 PBS, Geometric mean values of signal intensities in trastuzumab and PBS treated BT474 cell lines; Gmean SKBR3 trastuzumab and SKBR3 PBS, Geometric mean values of signal intensities in trastuzumab and PBS treated SKBR3 cell lines

*p-values calculated using a two sample ttest (random variance model).

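The miRNAs that S3 Table retains for the networks were matched to the detection flags as well. Of the 208 for BT474 cells, 19 (9.13%) were detected on an array of the line. Of the 153 for SKBR3 cells, 17 (11.1%) were detected, and 12 when the shared array was left out.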

By omitting aforementioned miRNAs we obtained a final list of 208 miRNAs in BT474 cells and 153 miRNAs in SKBR3 cells for the construction of the networks (S3 Table).

### Network analysis

First, less significant miRNA pairs with p-values larger than 0.05 were filtered based on the hypergeometric distribution. Then the final datasets with more significant miRNA pairs were used for the network construction. The networks were constructed for BT474 cell line and SKBR3 cell line, respectively. Each network comprised the upregulated and downregulated responsive miRNAs together. Table 2 illustrates the detailed information about the final data sets including the number of statistically significant miRNAs as well as the number of total unique genes and pathways that those miRNAs were related to.

**Table 2:** Detailed information of the pathway based miRNA-miRNA network dataset in the trastuzumab treated BT474 and SKBR3 cell lines.

Data	Total number of the interacting miRNAs in the network	Total number of the enriched/shared pathways*	Total number of the shared target genes*
BT474	150	152	4140
SKBR3	73	146	2433

*Shared genes/pathways by at least two miRNAs

Degree centrality helped us to identify the most important nodes in the network in terms of number of interactions, which were defined based on the shared pathways or biological processes that they were involved in while the most targeted genes by miRNAs were identified based on their frequencies in the networks. Cluster analyses enabled us to focus on the functionally relevant miRNA pairs and their interactions.

#### Identification of the most targeted genes may reveal potential key players in miRNA-regulatory mechanisms

4140 genes were found to be targeted by at least two miRNAs in BT474 cells, while 2433 genes were targeted in SKBR3 cells. The most targeted gene in trastuzumab treated BT474 cells was FAM9C, which was predicted to be targeted by 19 different miRNAs. It was followed by SAMD12 and UBE2W which were potentially regulated by 16 miRNAs and 15 miRNAs, respectively. Among the top 30 targeted genes, MDM4 (p53 regulator), CAMD2 (cell adhesion molecule), KSR2 (kinase suppressor 2 of RAS) and EREG (epiregulin) were the most prominent targets that have important roles in the tumor development.

In trastuzumab treated SKBR3 cells, SAMD12 was also one of the most targeted genes, which was potentially regulated by 12 miRNAs. ARL15 and TFRC were the following ones with 10 miRNAs. PFN2 (profilin 2), BTG1 (BTG anti-proliferation factor 1), LPP (LIM domain containing preferred translocation partner in lipoma) and CDK6 (cyclin dependent kinase 6) came to prominence as significant genes that have important effects in the cancer progression (Table 3).

**Table 3:** Top 30 genes targeted by responsive miRNAs in trastuzumab treated BT474 and SKBR3 cells that were used for the functional validation.

Gene ID	Gene Frequency in BT474*	Gene ID	Gene Frequency in SKBR3*
FAM9C	19	SAMD12	12
SAMD12	16	TFRC	10
UBE2W	15	ARL15	10
CCDC38	13	CLLU1	9
MDM4	13	CADM2	9
CADM2	13	LPP	9
KSR2	13	PFN2	8
CLLU1	13	STC1	8
INO80D	13	TMEM154	8
TFRC	12	KLF12	8
FZD3	12	BTG1	8
OSTN	12	C22ORF46	8
CYP3A5	12	RAB27B	8
LPP	12	GNG12	8
FAM222B	11	IMPG1	8
TMEM212	11	REEP3	7
GABRA4	11	MLANA	7
PI15	11	PI15	7
BTLA	11	PRPF38A	7
ZFP36L1	11	DST	7
GYPA	11	C9ORF170	7
RAB30	11	FAM9C	7
CHTF8	10	YWHAG	7
EREG	10	CDK6	7
ZNF286B	10	FAM169A	7
CYB561D1	10	CPLX2	7
ZNF676	10	RAB3B	7
ZNF680	10	S100A7A	7
C5ORF28	10	C16ORF87	7
GNG12	9	TMEM170B	7

* Gene frequency; total number of the potential miRNAs that might target the particular gene seen in the networks

Recent studies indicate that targets with longer 3’UTR than average are tend to be more evolutionarily conserved and they might be key hub genes in the regulation of miRNAs [24,42]. Hence, we investigated our most targeted genes for the length of their target sites by using TargetScan to confirm their potential of being prominent targets in the regulation of trastuzumab responsive miRNAs. Indeed, majority of the genes with the highest frequency in the networks were found to have longer miRNA target sites than average (Table 4).

**Table 4:** Lengths of miRNA target sites for the most targeted genes in the trastuzumab miRNA-miRNA networks.

Gene ID	Gene Frequency in BT474*	Target site length (3’UTR length)**
SAMD12	19	8254 nucleotides
FAM9C	16	5260 nucleotides
UBE2W	15	7882 nucleotides
CCDC38	13	2341 nucleotides
MDM4	13	9420 nucleotides
CADM2	13	7664 nucleotides
Gene ID	Gene Frequency in SKBR3*	Target site length (3’UTR length)**
SAMD12	12	8254 nucleotides
ARL15	10	2650 nucleotides
TFRC	10	4699 nucleotides
CLLU1	9	2809 nucleotides
CADM2	9	7664 nucleotides
LPP	9	16193 nucleotides

*3’UTR; 3’untranslated region of transcripts

** Gene frequency; total number of the potential miRNAs that might target the particular gene seen in the networks

In addition, we searched for the expression values of each target gene in breast cancer by using The Cancer Genome Atlas (TCGA) Breast Cancer gene expression dataset (AgilentG4502A_07_3 array) [41]. It included 1247 samples in total. Most of the target genes were defined to be differentially expressed in breast cancer. 6 out of 30 most frequent genes in SKBR3 cells were found to be significantly upregulated or downregulated in different breast cancer subtypes (Fig 2A), while 8 out of 30 most frequent genes in BT474 were defined to be differentially expressed in TCGA breast cancer data (Fig 2B).

**Fig 2:**
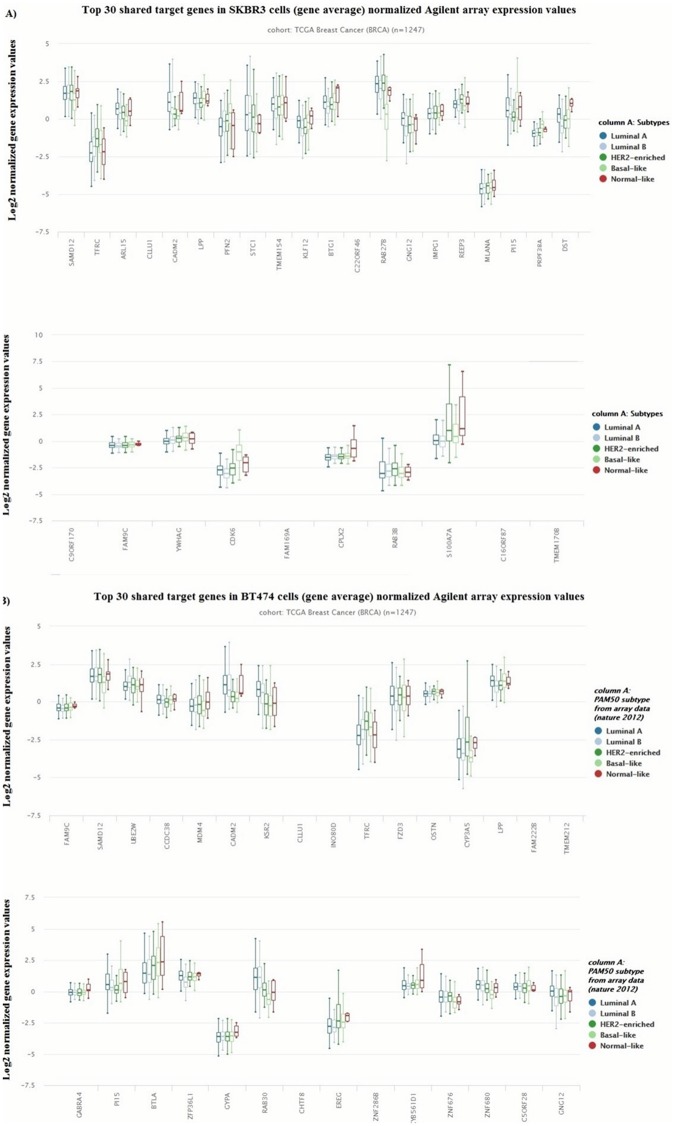
The expression values of top 30 targeted genes in the network in TCGA breast cancer data. (A-B) TCGA breast invasive carcinoma (BRCA) gene expression (AgilentG4502A_07_3 array) was obtained by using 1247 samples in total. The expression values of the genes were given according to molecular subtypes of breast cancer (Luminal A, Luminal B, HER2+, Basal Like and normal like). The expression levels were indicated as in log2 lowess normalized ratio of sample signal to reference signal (cy5/cy3) collapsed for each gene. In order to view the differential expression between samples more easily, the default view was set to center each gene or exon to zero by independently subtracting the mean of each gene or exon on the fly. The data sets were visualized by using Xena Browser.

#### The pathway based miRNA-miRNA networks in SKBR3 and BT474 cells indicate functionally related miRNA pairs

In trastuzumab treated SKBR3 cells, 146 pathways were targeted by at least two miRNAs. These pathways connected 73 miRNAs with each other. hsa-miR-3976 was one of the most central nodes together with hsa-miR-548b-5p and hsa-miR-3194-5p in the network with the degree centrality scores of 9 and 8 (Table 5) (S4 Table). 

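Of the 73 nodes that S4 Table gives for SKBR3 cells, 70 carry a name found on the array, and 7 of these 70 were detected on an array labelled SKBR3. The number is 4 without the shared array, and all 4 are listed as upregulated (hsa-miR-1587, hsa-miR-3923, hsa-miR-4270 and hsa-miR-942, named after their values were seen). hsa-miR-3976, hsa-miR-548b-5p and hsa-miR-3194-5p were detected on none of the 8 arrays, so that limma on the summed signals had no value for them. In the authors' deposited probe values, the 2 probes of hsa-miR-3976 had trastuzumab over PBS fold changes of 0.159 and 1.42, or of 0.0501 and 1.40 without the shared array, and 1 of them passed both thresholds either way. The 2 probes of hsa-miR-3194-5p had fold changes of 1.60 and 3.03, with 1 past both thresholds, and of 1.07 and 2.04 without the shared array, with neither past them. hsa-miR-548b-5p, which is not in S1 Table for SKBR3 cells, had fold changes from 0.291 to 1.90 over 4 probes, none past both thresholds. Without the shared array they ran from 0.163 to 3.17, with 1 probe past the thresholds in each direction.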

The downregulated and upregulated miRNAs equally contributed to the most central nodes (Fig 3). 

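Of the 15 most central miRNAs that Table 5 gives for SKBR3 cells, 9 are upregulated and 5 downregulated in S1 Table, and hsa-miR-548b-5p is in neither list. None of the 9 upregulated miRNAs was detected on an array labelled SKBR3. Of the 5 downregulated miRNAs, hsa-miR-10b-5p and hsa-miR-769-5p (the second named after its values were seen) were detected, both on the shared array and on no other array of the line.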

We also identified hsa-miR-3976, hsa-miR-190a and hsa-miR-10b-5p among the top responsive miRNAs with the greatest difference in expression levels according to microarray profiling in trastuzumab treated SKBR3 cells (Table 1).

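hsa-miR-190a was not detected on any of the 8 arrays. Its 2 probes had fold changes of 0.134 and 1.84 in the deposited probe values, and of 0.0295 and 1.63 without the shared array, with 1 probe past both thresholds in each case. hsa-miR-10b-5p had a signal of 189 on the shared array and lay at the floor on the other 3 arrays labelled SKBR3. Its log2 fold change, whose size depends on the floor, was -2.12 (standard error 1.70, adjusted p = 0.619, limma), and it had no value once the shared array was left out. Over all 8 labels it was detected on 5 arrays, the 4 of BT474 and the shared one. In the deposited probe values, both probes passed the thresholds with fold changes of 0.165 and 0.288. Without the shared array the fold changes were 0.323 and 0.611, and 1 of the probes passed.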

**Table 5:** 15 central nodes with the highest degree scores in trastuzumab treated SKBR3 and BT474 miRNA networks. All the nodes values were statistically significant with P-value <0.05.

Node name (miRNA ID)	Degree centrality score in SKBR3 network	Node name (miRNA ID)	Degree centrality score in BT474 network
hsa-miR-3976	9	hsa-miR-3671	19
hsa-miR-548b-5p	9	hsa-miR-4474-5p	16
hsa-miR-4480	9	hsa-miR-559	15
hsa-miR-548d-5p	8	hsa-miR-4517	15
hsa-miR-3194-5p	8	hsa-miR-485-5p	14
hsa-miR-4259	8	hsa-miR-558	13
hsa-miR-519e-5p	8	hsa-miR-29b-2-5p	13
hsa-miR-4478	8	hsa-miR-150-3p	12
hsa-miR-4496	7	hsa-miR-411-3p	12
hsa-miR-4635	7	hsa-miR-526b-3p	12
hsa-miR-581	7	hsa-miR-93-3p	11
hsa-miR-10b-5p	7	hsa-miR-551b-5p	10
hsa-miR-769-5p	6	hsa-miR-5579-3p	10
hsa-miR-190a-5p	6	hsa-miR-146b-5p	10
hsa-miR-216b	6	hsa-miR-3121-3p	10

**Fig 3:**
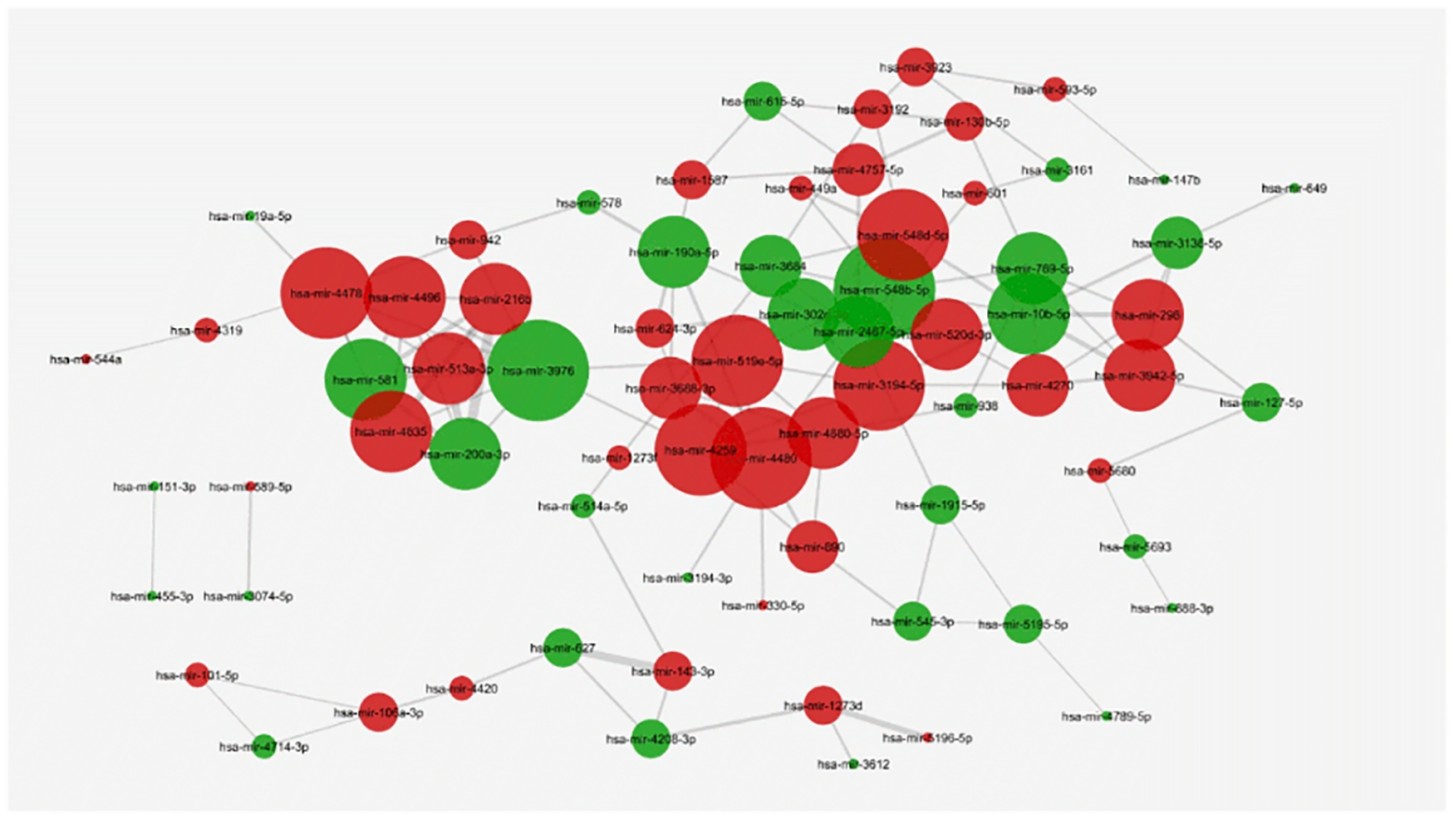
The miRNA-miRNA network in SKBR3 cell. In SKBR3 cells, 73 trastuzumab responsive miRNAs are found to be functionally relevant with each other. Each node represents a responsive miRNA and the nodes are sized by their degree centrality scores. hsa-miR-3976, hsa-miR-548b-5p and hsa-miR-3194-5p are identified to be the most central nodes with the degree scores of 9 and 8 (P<0.05 for each miRNA pair, red nodes:upregulated miRNAs, green nodes: downregulated miRNAs).

In trastuzumab treated BT474 cells, 152 pathways were targeted by at least two miRNAs. 150 miRNAs were significantly interacted in the network. 

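S4 Table names 150 nodes for BT474 cells, 141 of which carry a name found on the array, and 10 of which carry a name not found in S1 Table. Of the 141, 14 (9.93%) were detected on at least 1 BT474 array. Detection was seen for 10 of the 72 nodes listed as downregulated and for 4 of the 68 listed as upregulated, hsa-miR-2392, hsa-miR-4472, hsa-miR-101-3p and hsa-miR-503-5p, the last 2 of which are named after their values were seen.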

Majority of the nodes were defined to have higher degree centralities compared to SBKR3 network, which showed that the responsive miRNAs involved with certain biological processes in larger numbers and they were tightly interacted with each other in BT474 cells (Fig 4). hsa-miR-3671 was the most central node with the degree score of 19. It was followed by hsa-miR-4474-5p with the score of 16 and hsa-miR-559 with the score of 15 (Table 5) (S4 Table). 

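None of the 15 BT474 miRNAs of Table 5 was detected on an array of that line, and hsa-miR-3671, hsa-miR-4474-5p and hsa-miR-559 were detected on none of the 8 arrays. The deposited values give 3 probes for hsa-miR-3671, with fold changes from 0.176 to 1.19 and 1 probe past both thresholds. For hsa-miR-4474-5p the 2 probes had fold changes of 0.389 and 1.36, and the lower one passed. Averaged over its background-subtracted spots, this miRNA had a log2 fold change of -1.10 (unadjusted p = 0.00157, limma). The 4 probes of hsa-miR-559 ranged from 0.694 to 3.67, again with 1 past the thresholds.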

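hsa-miR-146b-5p lay at the floor on every array and carried no detection flag in either line. Its 2 probes in the authors' deposited values had fold changes of 0.938 and 3.24 in BT474 cells, and the higher one passed both thresholds.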

While hsa-miR-146b-5p had a centrality score of 10 it was still described as a breast cancer related miRNA in the literature. hsa-miR-3671 was defined to have both high degree score and expression value in the trastuzumab treated BT474 cells (Table 1). Table 5 showed the detailed information on the most central nodes in both networks.

**Fig 4:**
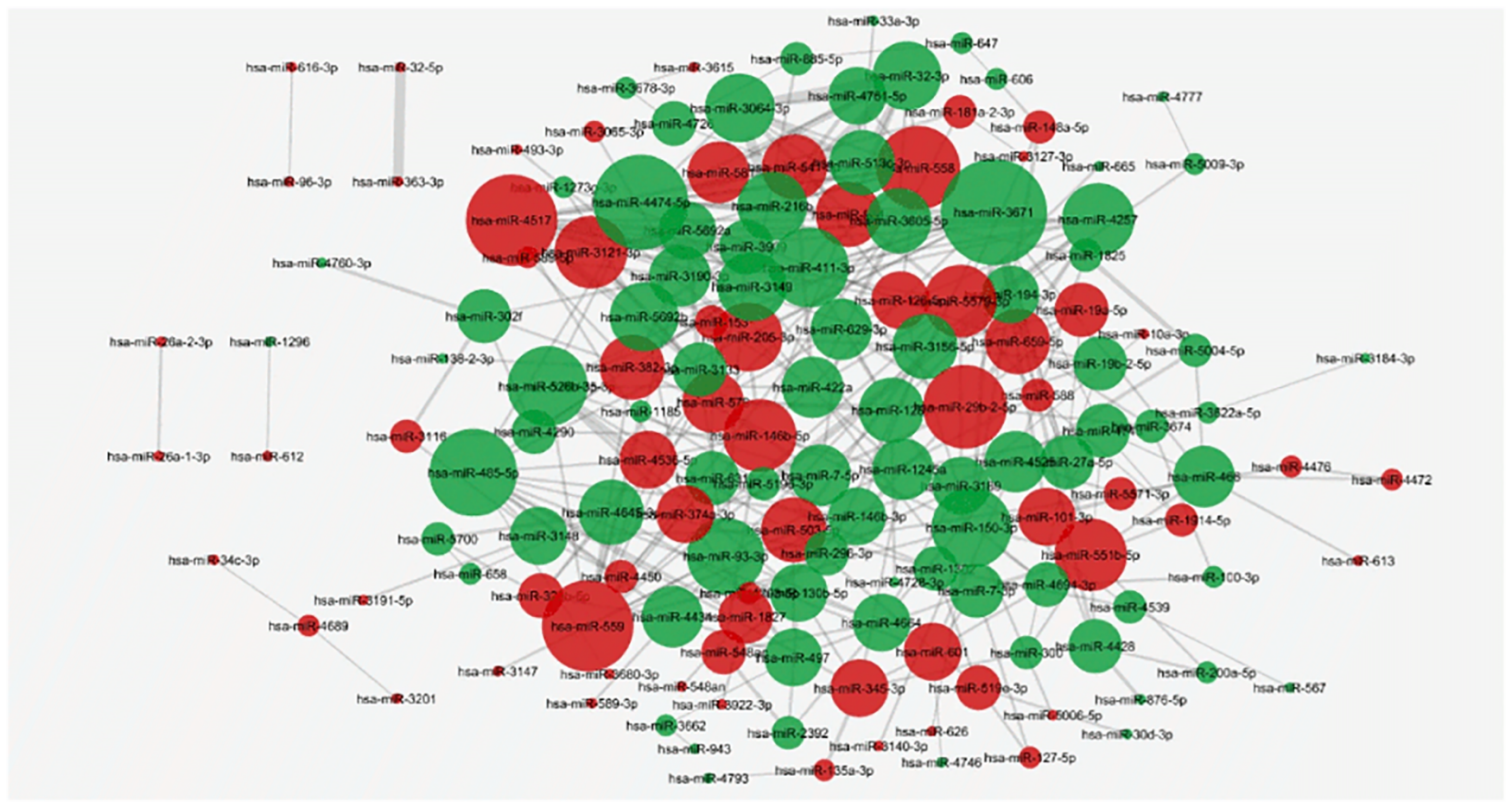
The miRNA-miRNA network in BT474 cell. In BT474 cells, 150 trastuzumab responsive miRNAs are defined as functionally relevant with each other. Each node represents a responsive miRNA and the nodes are sized by their degree centrality scores. hsa-miR-3671 is the most central node in the network with the degree centrality score of 19 (P<0.05 for each miRNA pair, red nodes:upregulated miRNAs, green nodes: downregulated miRNAs).

#### Clustering of the miRNA-miRNA networks clarifies the most regulated biological processes

We performed cluster analyses on the networks to identify tightly connected cliques. MCL cluster algorithm, that considers the weights of the edges, was used to detect the clusters of the network.

In BT474 miRNA-miRNA network, 2.9 were selected as the minimum value for the edge weights to be considered in the clusters. We investigated the first three largest clusters in the network. 

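S5 Table lists 11, 11 and 9 miRNAs in the 3 largest clusters of the BT474 network. By S1 Table, 3 are upregulated and 8 downregulated in the largest cluster, 4 and 7 in the next, and 4 and 5 in the last. The BT474 arrays detected 1, 1 and 2 miRNAs of these clusters, all of them listed as downregulated. They are hsa-miR-32-3p in the largest cluster, hsa-miR-1273g-3p in the next, and hsa-miR-629-3p and hsa-miR-7-5p in the last, of which all but hsa-miR-32-3p are named after their values were seen. None of the listed upregulated members was detected on a BT474 array.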

The clusters comprised of miRNAs with opposite expression values, since the upregulated and downregulated miRNAs regulated the similar pathways.

In the largest cluster (Fig 5), most of the miRNAs gathered around hsa-miR-216b and hsa-miR-3064-3p with strong ties indicating similar biological processes. 

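On the BT474 arrays hsa-miR-216b and hsa-miR-3064-3p were not detected, and hsa-miR-32-3p was detected on PBS replicate 1 alone, with a signal of 37.5. The log2 fold change of hsa-miR-32-3p, whose size depends on the floor, was -0.95 (standard error 0.80, adjusted p = 0.468, limma). It had no value without PBS replicate 1. In the deposited probe values, hsa-miR-32-3p had fold changes from 0.321 to 0.773 over 4 probes, with 1 past both thresholds. hsa-miR-3064-3p had fold changes of 0.348 and 0.437, both past the thresholds, and its log2 fold change averaged over these 2 probes was -1.36 (unadjusted p = 0.00497, limma). Averaged over background-subtracted spots it was -0.36 (unadjusted p = 0.14, limma). hsa-miR-216b had fold changes from 0.448 to 3.10 over 4 probes, and the probe with the lowest value was the only one to pass. Averaged over the 4 probes its log2 fold change was 0.18 (unadjusted p = 0.788, limma).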

We also detected a powerful connection between hsa-miR-216b, hsa-miR-3064-3p and hsa-miR-32-3p that was illustrated with thick edges indicating that they have more common pathways than the rest of the miRNAs. The rest of the interactions within cluster were generated with the metabolic pathways such as path:hsa00982 (Drug metabolism—cytochrome P450), path:hsa00980 (Metabolism of xenobiotics by cytochrome P450), path:hsa00500 (Starch and sucrose metabolism), path:hsa00830 (Retinol metabolism), which were the main components of the aforementioned triangle (Fig 5)(S5 Table).

**Fig 5:**
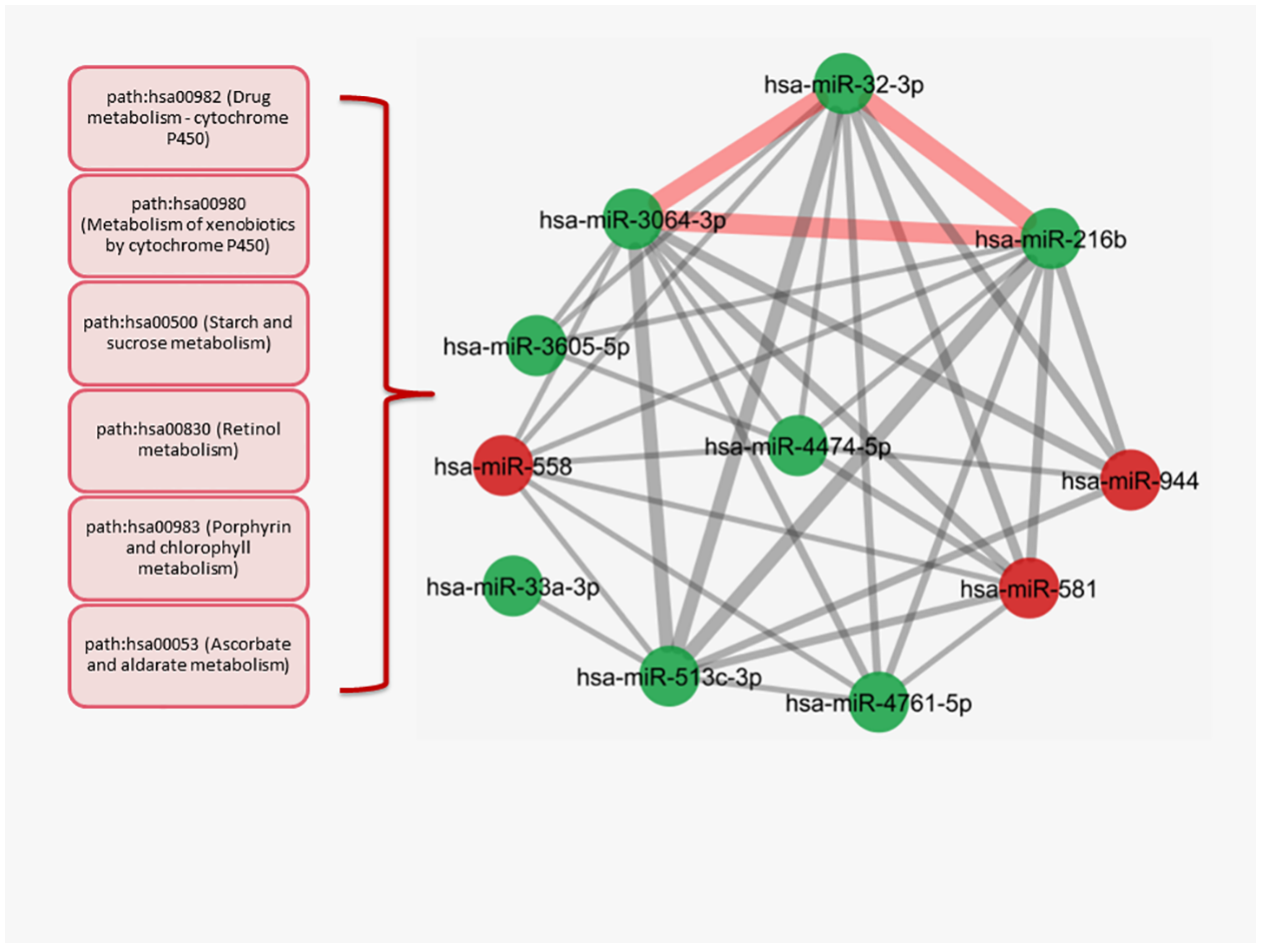
The largest cluster in the BT474 miRNA-miRNA network. The most powerful interaction consisted of the thick edges presented as a triangle (red) between hsa-miR-3064-3p, hsa-miR-32-3p and hsa-miR-216b. The edges are comprised of the metabolic pathways that also dominate the interactions between the other nodes in the complete cluster. The aforementioned pathways were shown in red boxes in left side. (The edge weight minimum value = 2.9, P<0.05 for each miRNA pair, red nodes:upregulated miRNAs, green nodes: downregulated miRNAs).

In the second largest cluster (Fig 6A) the most central node was hsa-miR-4517, which was connected to the other miRNAs through shared pathways. We also observed a strong relationship between hsa-miR-3121-3p and hsa-miR-5692a. This connection and the rest of the total interactions in this cluster were mostly controlled by cancer related pathways such as; path:hsa04060 (Cytokine-cytokine receptor interaction), path:hsa04140 (Autophagy), path:hsa04630 (Jak-STAT signaling pathway), path:hsa04622 (RIG-I-like receptor signaling pathway) (Fig 6) (S5 Table).

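hsa-miR-4517, hsa-miR-3121-3p and hsa-miR-5692a were without detection on all 8 arrays. The probe values deposited by the authors gave hsa-miR-4517 fold changes of 1.07 and 4.29, with 1 of the 2 probes past both thresholds, and their average passed as well (unadjusted p = 0.010, limma). Averaged over its background-subtracted spots, this miRNA changed in the opposite direction, with a log2 fold change of -0.57 (unadjusted p = 0.0234, limma). The probes of hsa-miR-3121-3p stood at 0.803 and 2.39, and the higher one passed. hsa-miR-5692a had 4 probes between 0.118 and 1.40, of which 2 passed, and a mean log2 fold change of -1.01 (unadjusted p = 0.0428, limma). Averaged over background-subtracted spots it was -0.16 (unadjusted p = 0.423, limma).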

**Fig 6:**
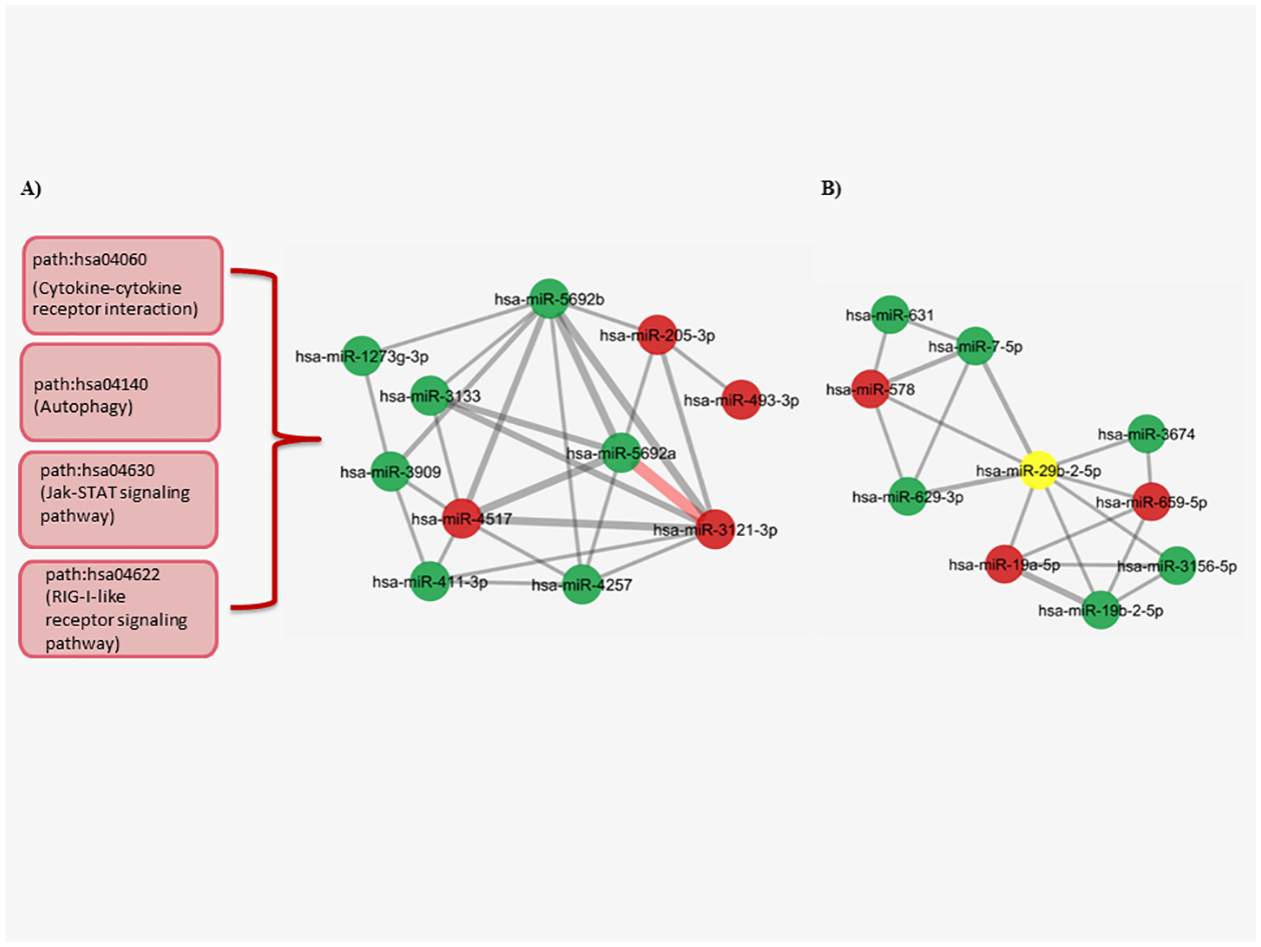
The second and third largest clusters in the BT474 miRNA-miRNA network. (A) The most powerful interaction consisted of one thick edge (red) presented between hsa-miR-5692a and hsa-miR-3121-3p. The edges are made of the cancer related pathways that control majority of the interactions between the other nodes in the complete cluster. The aforementioned pathways are shown in red boxes in left side. (B) In the last cluster, hsa-miR-29b-2-5p (shown in yellow) has important role as a hub node to unite two different groups of miRNAs that enriched in path:hsa05220 (Chronic myeloid leukemia), path:hsa04010 (MAPK signaling pathway) and path:hsa04060 (Cytokine-cytokine receptor interaction), path:hsa04630 (Jak-STAT signaling pathway) pathways (The edge weight minumum value = 2.9, P<0.05 for each miRNA pair, red nodes:upregulated miRNAs, green nodes: downregulated miRNAs).

In the last cluster (Fig 6B), a known miRNA with roles in various cancers, hsa-miR-26b-2-5p, combined two groups of nodes, which included different shared pathways. 

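Fig 6B labels the miRNA that joins these groups as hsa-miR-29b-2-5p. It was not detected on any array. Its 4 probes in the deposited values had fold changes from 1.02 to 3.34 after trastuzumab in BT474 cells, and 1 of them passed both thresholds.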

The first group was dominated by the pathways such as path:hsa05220 (Chronic myeloid leukemia), path:hsa04010 (MAPK signaling pathway) and it was connected to miRNAs that have functionally enriched in path:hsa04060 (Cytokine-cytokine receptor interaction), path:hsa04630 (Jak-STAT signaling pathway) pathways (S5 Table)(Fig 6).

In SKBR3 miRNA-miRNA network, the edge threshold was also set as 2.9. and the three largest clusters were examined in detail. 

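S6 Table lists 9 miRNAs in each of the 3 largest SKBR3 clusters. In the largest, 5 are upregulated and 4 downregulated in S1 Table. The arrays labelled SKBR3 detected 1 of the 9, hsa-miR-200a-3p, which is listed as downregulated and was seen on the shared array alone. In the next cluster, also with 5 upregulated and 4 downregulated miRNAs, hsa-miR-10b-5p and hsa-miR-769-5p were seen on the shared array alone and hsa-miR-4270 on both trastuzumab arrays, the last 2 named after their values were seen.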

The miRNAs with opposite expression values were also observed together in the clusters of the network. hsa-miR-216b was again the most important node in the first largest cluster (Fig 7). It was connected to its neighbor nodes through the metabolic mechanisms. A strong connection detected between hsa-miR-216b, hsa-miR-200a-3p and hsa-miR-513a-3p was illustrated by thick edges, which consisted of the pathways such as path:hsa00053 (Ascorbate and aldarate metabolism), path:hsa00982 (Drug metabolism—cytochrome P450), path:hsa00980 (Metabolism of xenobiotics by cytochrome P450), path:hsa00830 (Retinol metabolism) (Fig 7) (S6 Table). 

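Of these miRNAs, hsa-miR-216b and hsa-miR-513a-3p were detected on none of the 8 arrays, while hsa-miR-200a-3p was detected on the 4 BT474 arrays and the shared array. The 2 probes of hsa-miR-200a-3p in the deposited values had fold changes of 0.0476 and 0.361 in SKBR3. Without the shared array they were 0.528 and 3.09, and the only probe past both thresholds was then upregulated. The 4 probes of hsa-miR-513a-3p ranged from 0.722 to 3.53 with that array and from 0.482 to 3.46 without it, with 1 probe past both thresholds either way.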

As it was observed in BT474 cells, this strong connection dominated the other interactions between miRNAs. 

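The summed signal of hsa-miR-216b lay at the floor on all 8 arrays, so that its response could be compared between the cell lines on other values only. With the shared array under its label, the log2 difference, SKBR3 minus BT474, was -0.15 averaged over background-subtracted spots (unadjusted p = 0.75, limma interaction term) and 0.11 averaged over the deposited probe values (unadjusted p = 0.895, limma interaction term). In the deposited probe values for SKBR3, 2 of its 4 probes passed both thresholds in opposite directions, with fold changes of 0.407 and 3.08. The probe with 0.407 in SKBR3 is the one with the lowest fold change in BT474. Without the shared array the 4 probes ranged from 0.411 to 2.21, and none passed.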

Distinctively, hsa-miR-216b was defined to be upregulated in SKBR3 cells, while it was downregulated in BT474 cells.

**Fig 7:**
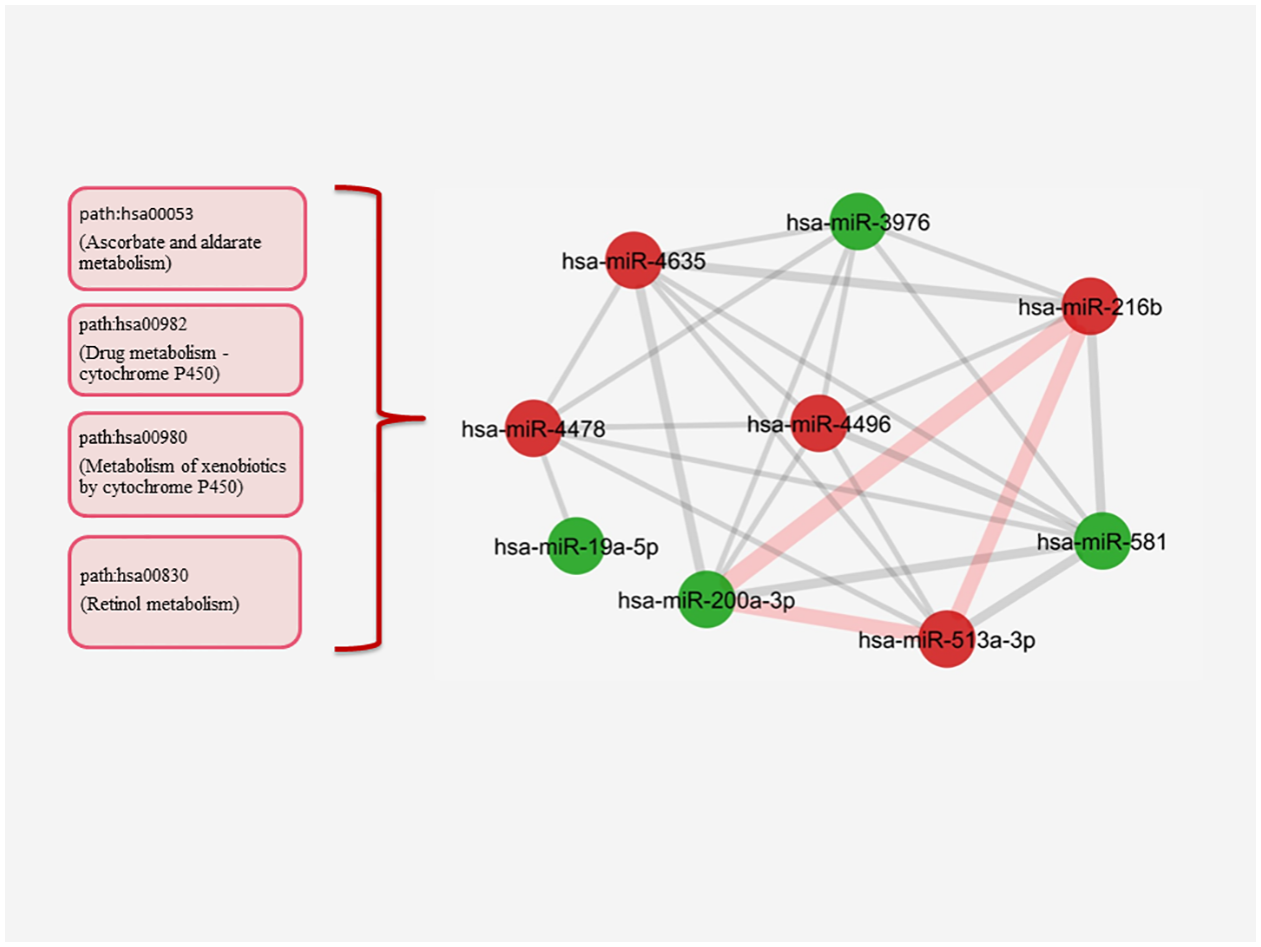
The largest cluster in the SKBR3 miRNA-miRNA network. The most powerful interaction is consisted of the thick edges presented as a triangle (red) between hsa-miR-200a-3p, hsa-miR-513a-3p and hsa-miR-216b. The edges are once again made of the metabolic pathways that also dominate the rest of interactions in the cluster. The afermentioned pathways were shown in red boxes in left side. (The edge weight minumum value = 2.9, P<0.05 for each miRNA pair, red nodes:upregulated miRNAs, green nodes: downregulated miRNAs).

In the second largest cluster (Fig 8A), hsa-miR-3942 was found to be another hub node. It was strongly connected to hsa-miR-298 and hsa-miR-10b through cancer specific pathways such as; path:hsa05212 (Pancreatic cancer), path:hsa05223 (Non-small cell lung cancer), path:hsa05220 (Chronic myeloid leukemia), path:hsa04110 (Cell cycle), and path:hsa04666 (Fc gamma R-mediated phagocytosis) (Fig 8) (S6 Table). 

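hsa-miR-3942-5p and hsa-miR-298 were detected on none of the arrays of either line. The deposited values give hsa-miR-3942-5p 2 probes, both higher after trastuzumab in SKBR3, and 1 passed both thresholds with a fold change of 2.72. Its fold change was 2.30 without the shared array, and neither probe passed. For hsa-miR-298 the 4 probes lay between 0.634 and 2.68 with 1 past the thresholds, and between 0.656 and 2.28 with none past them once the shared array was left out.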

We also found out that hsa-miR-10b was one of the miRNAs previously identified to have roles in breast cancer progression. Based upon the pathways shared by hsa-miR-10b, we might lead to a certain point about the functions of its strongly connected neighbors; hsa-miR-298 and hsa-miR-3942 that are presented as novel miRNAs in breast cancer. The rest of the cluster was also strongly controlled by cancer pathways such as path:hsa05212 (Pancreatic cancer), path:hsa05223 (Non-small cell lung cancer), path:hsa04110 (Cell cycle), path:hsa4520 (Adherens junction) underlying the strong effect of two main biological mechanisms that were potentially regulated by responsive miRNAs (Fig 8, S6 Table). In addition, the last cluster (Fig 8B) was consisted of tightly connected upregulated miRNAs and they were related to each other through path:hsa04810 (Regulation of actin cytoskeleton) and path:hsa05200 (pathways in cancer) mostly (Fig 8, S6 Table).

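Of the 9 miRNAs in this cluster, 7 are upregulated and 2 downregulated in S1 Table. None of the 9 was detected on any of the 8 arrays.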

**Fig 8:**
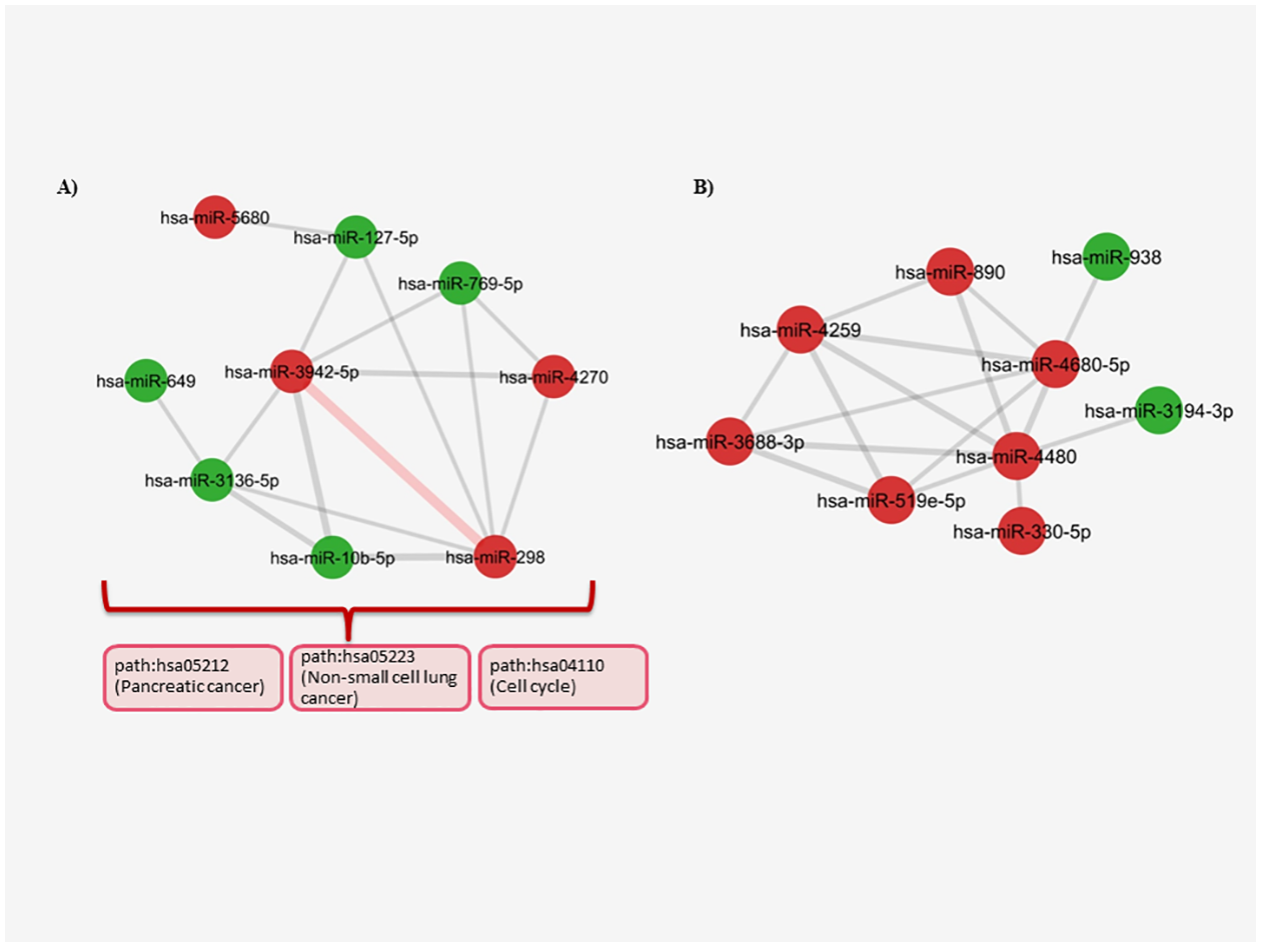
The second and third largest clusters in the SKBR3 miRNA-miRNA network. (A) The most powerful interaction is consisted of one thick edge (red) presented between hsa-miR-3942-5p and hsa-miR-298. The edges are made of the cancer related pathways that control majority of the interactions between the other nodes in the cluster. The afermentioned pathways are shown in red boxes in left side. (B) In the last cluster, the interactions are determined by the upregulated miRNAs mostly and they are related to each other through path:hsa04810 (Regulation of actin cytoskeleton) and path:hsa05200 (pathways in cancer) (The edge weight minumum value = 2.9, P<0.05 for each miRNA pair, red nodes:upregulated miRNAs, green nodes: downregulated miRNAs).

## Discussion

Recent studies showed that miRNA patterns were altered in trastuzumab treatment and associated with drug response. However, our understanding of the miRNA-mediated mechanisms of action in trastuzumab treatment is still very limited, since the previous studies only identified the individual miRNA effects in trastuzumab responsive cell lines rather than explaining the complexity of miRNA-regulatory mechanisms on the systemic level [18–23]. Herein, we focused on discovering the molecular response of the cells to trastuzumab on the level of miRNA-regulatory mechanisms. For this purpose, we constructed a homogenous network model, which enabled us to define the interactions between miRNA pairs by emphasizing the most shared biological processes and pathways that miRNAs were involved in trastuzumab treated cell lines.

In this study, we built a homogenous network model that focuses on the relationships between miRNAs by using pathways that their predicted targets were enriched. The homogenous networks are more applicable to explain the relationships between single types of molecules, which are trastuzumab responsive miRNAs in our case. Unlike heterogenous networks, homogenous networks allow the integration of a property of a biological unit (e.g., pathways of miRNAs) into the network by utilizing them as connectors instead of representing them explicitly as nodes [43]. Our network model not only highlighted the interplay between responsive miRNA pairs but also exposed the functional patterns shared by them. We identified the functional relationships at three different levels; including the investigation of the most targeted genes, the miRNA-miRNA networks built by shared enriched pathways and the clusters of miRNAs with joint functional properties in the network. Integrating different types of analyses increased the significance of synergistic relationships between miRNA pairs.

The input data for the network analysis was obtained by microarray profiling that contained 2006 miRNAs from the updated version of miRBase 19. The profiling was performed in SKBR3 and BT474 cell lines defined as HER2 overexpressing, trastuzumab responsive cell lines. The microarray analysis showed the distinctive expression profiles between trastuzumab and PBS treated breast cancer cell lines. 

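The largest changes past both thresholds were in miRNAs detected after one treatment only. In BT474 cells hsa-miR-2392 was detected on both trastuzumab arrays, with signals of 84.0 and 162, and on neither PBS array. On the summed signals it was at least 8.12-fold higher (adjusted p = 0.0355, limma), a limit of 1.78-fold with the deposited log2 values. It no longer passed when either PBS array was left out (unadjusted p = 0.0646 and unadjusted p = 0.0628, limma), and the limit ranged from 6.09 to 11.4 over the arrays left out. hsa-miR-4472 was at least 8.02-fold higher (adjusted p = 0.0170, limma) and hsa-miR-499a-5p at least 7.81-fold higher (adjusted p = 0.00387, limma). hsa-miR-2392, hsa-miR-4472 and hsa-miR-499a-5p lay at the floor on both PBS arrays, which add no spread. Their p-values thus depend on the floor and do not test the limits. In the deposited probe values, the 2 probes of hsa-miR-2392 had fold changes of 1.21 and 3.58. Those of hsa-miR-4472 had 0.775 and 3.37, and for both miRNAs only the higher one passed both thresholds. The 2 probes of hsa-miR-499a-5p had 1.60 and 2.08, and neither passed. In the other direction, hsa-miR-1825 was at least 10.1-fold lower (adjusted p = 0.0045, limma). hsa-miR-483-3p was at least 6.86-fold lower (adjusted p = 0.0837, limma), a limit of 3.65 without PBS replicate 1 and of 12.5 without PBS replicate 2. Both probes of each passed in the deposited values, with fold changes from 0.261 to 0.450. hsa-miR-483-3p did not pass without trastuzumab replicate 1 or 2 (unadjusted p = 0.151 and unadjusted p = 0.167, limma).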

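In SKBR3 cells hsa-miR-2392, hsa-miR-5090 and hsa-miR-4472 were detected on both trastuzumab arrays and on no PBS array. They were at least 8.74, 8.49 and 5.51-fold higher, each with an adjusted p of 0.0471 (limma). Both PBS arrays lay at the floor and add no spread to these p-values. Without the shared array the limits were 5.00, 4.87 and 3.15-fold, with limma (adjusted p = 0.0251, adjusted p = 0.0848 and adjusted p = 0.0866), and 14.8, 14.3 and 9.36-fold without PBS replicate 2. hsa-miR-762 was detected on both PBS arrays and on neither trastuzumab array, at least 1.24-fold lower (adjusted p = 0.619), and at least 2.54-fold lower without the shared array, where the fit has no spread of its own for this miRNA and its p is not given. It did not pass without trastuzumab replicate 1 or 2 (unadjusted p = 0.144 and unadjusted p = 0.162, limma). In the deposited values the 2 probes of hsa-miR-762 had fold changes of 0.702 and 0.826 in SKBR3, neither past both thresholds. They ran from 0.632 to 0.844 without the shared array. Among 305 miRNAs with a value on the 8 arrays, 5 responded differently in the lines (limma interaction term, adjusted p under 0.05). This number rose without either SKBR3 PBS array and fell without either BT474 PBS array. Without SKBR3 PBS replicate 2, differences between the lines enter the term, since the remaining SKBR3 PBS array is the shared one. None passed under an intensity trend, the replicate number as a block, background-subtracted spots or the deposited log2 values.

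**Figure D2:**
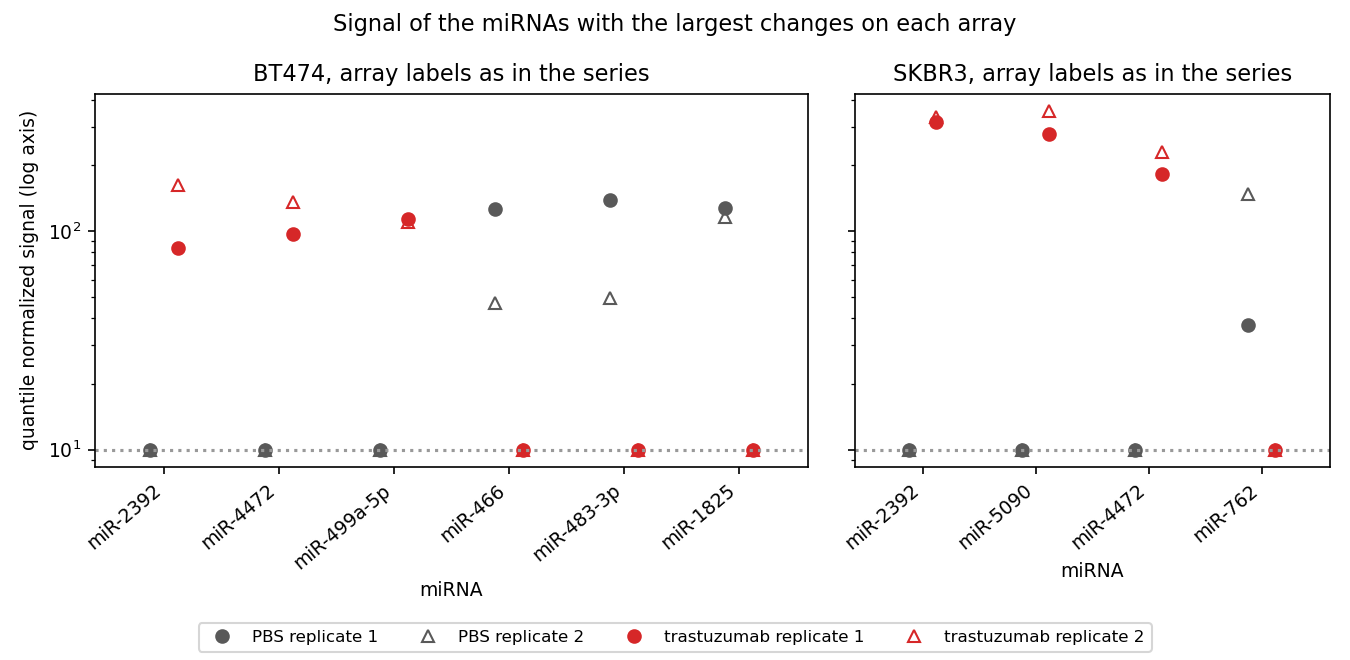
Quantile normalized signal, on a log axis, of the miRNAs with the largest changes in BT474 (left) and SKBR3 (right), with 1 point per labelled array. Filled circles are replicate 1, open triangles replicate 2, grey PBS and red trastuzumab. The dotted line is the floor of 10, where a miRNA that was not detected lies. In both panels the points of PBS and trastuzumab do not overlap, which was a condition for choosing these miRNAs.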

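The hairpin of hsa-miR-4728 lies inside ERBB2, the gene of HER2 (GRCh38.p14 annotation). In BT474 cells hsa-miR-4728-3p was detected on both PBS arrays, with signals of 149 and 38.4, and on neither trastuzumab array. It was at least 6.26-fold lower after trastuzumab (unadjusted p = 0.0406, adjusted p = 0.123, limma), a limit of 2.78 without PBS replicate 1 and of 13.4 without PBS replicate 2. It no longer passed the unadjusted threshold when either trastuzumab array was left out (unadjusted p = 0.229 and unadjusted p = 0.246, limma). Among the arrays labelled SKBR3 it was detected on the shared array alone. hsa-miR-4728-5p was not detected in BT474 cells. In SKBR3 cells it was detected on PBS replicate 2 and on both trastuzumab arrays, and was at least 2.41-fold higher after trastuzumab (adjusted p = 0.619, limma), a limit of 5.29 without PBS replicate 2. The 3 arrays other than the shared one all detected it, and on these its log2 fold change was 0.06 (adjusted p = 0.981, limma).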

The strong difference in the expression profiles of treated and non-treated cells was consistent with the findings of previous studies [18,19].

We followed a framework that helped us to yield our miRNA-miRNA networks by only focusing on the statistically significant miRNA pairs with the most reliable predicted target genes and enriched pathways. We found out that the most targeted genes in our networks were defined to possess longer 3’UTR binding sites. Additionally, we figured out that majority of them (24 out of top 30 genes in SKBR3 network and 23 out of top 30 in BT474 network) were differentially expressed in invasive breast cancer tissues. In a recent study, Cheng et al. demonstrated the correlation between miRNA regulation and evolutionary conserved genes with longer 3’UTR binding sites [42]. When we consider their potential density of binding sites in the 3’UTR region, those hub genes with high numbers of connection might be important key players of miRNA-mediated regulation in trastuzumab treatment. The literature review also showed that most of them have important roles in cancer progression. Among those, UBE2W plays an important role in the coordination of the attachment of the ubiquitin molecules to the existing proteins. In addition, a literature search showed that FAM9C was identified to have several roles in cancer development such as promoting the tumor growth in the liver, while ARL15 was found to regulate adiponectin levels, which were dysregulated in cancer [44–46]. However, the most targeted gene in both cell lines, SAMD12, was not identified in cancer previously. Nevertheless, it is explicitly take place in the cohort of highly targeted genes; therefore it might potentially have similar functions with the other most targeted genes in the network.

For each network, we investigated the nodes with high degree centralities since they are the key players of the system. In SKBR3 miRNA-miRNA network, hsa-miR-3976 was the most central node and it was followed by miRNAs such as hsa-miR-10b-5p, hsa-miR-190a, which were defined to have important roles in breast cancer metastasis and tumor growth [47,48]. Moreover, in the BT-474 miRNA-miRNA network, hsa-miR-146b-5p was one of the most central nodes and it was described as a potential breast cancer related biomarker in the literature [49]. This showed that our network model was able to capture the prominent miRNAs in both trastuzumab treated cell lines and the presence of the central nodes in the top 20 differentially expressed miRNA list makes them reliable regulatory candidates.

Analyses of the clusters proved that some of the highly related miRNAs were brought together with the help of their common biological processes without providing any additional information. We discovered that the largest clusters were connected through metabolic and cancer related pathways. The most powerful interactions within the first clusters were formed as triangles by certain miRNAs in which most of their edges belonged to metabolic pathways. This might indicate the strong effect of miRNA regulation upon the metabolic machinery in trastuzumab treatment. Among the members of the leading triangles, hsa-miR-216b was an important miRNA in particular, since it was previously associated with breast cancer and found to be common in both cell lines [45]. The interaction shaped by hsa-miR-216b led us to suggest that unknown miRNAs such as hsa-miR-3064-3p and hsa-miR-32-3p of these clusters to be considered as potential candidates with important roles in breast cancer treatment. To clarify the importance of these two miRNAs the trastuzumab responsive genes were identified by in silico analysis in FFPE samples obtained from long-term survivors having early progression to trastuzumab (GSE44272) [50] and three of the responsive genes were found to be common with the potential targets of hsa-miR-3064-3p and hsa-miR-32-3p. These target genes, YWHAE (tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein epsilon), RPL37 (ribosomal protein L37) and AK2 (adenylate kinase 2) were found to have functions in apoptosis, cell cycle and metabolic pathways. These results underlined the regulative roles of two miRNAs on the molecular markers of trastuzumab treatment. Moreover, hsa-miR-26b-2-5p was a hub miRNA linking all the other members of the cluster whose edges were represented by cancer related pathways.

These results might not only clarify the functionally relevant miRNAs in the drug treatment, but also signify the presence of two main biological groups, which are potentially driven by trastuzumab responsive miRNAs; metabolic and cancer related pathways. Further functional characterization of prominent miRNAs from the network analysis by in vitro or in vivo approaches may contribute to the miRNA mediated regulation in trastuzumab treatment. Furthermore different trastuzumab treatment protocols (i.e. incubation time, concentration and sensitivity of the cells) could provide better understanding of the roles of trastuzumab responsive miRNAs in treatment through the comparison of miRNA-miRNA interactions among the various conditions.

## Supporting information

S1 Fig Heatmap of differentially expressed miRNAs in trastuzumab treated BT474 cells. (TIFF) Click here for additional data file.

S2 Fig Heatmap of differentially expressed miRNAs in trastuzumab treated SKBR3 cells. (TIFF) Click here for additional data file.

S1 Table Differentially expressed miRNAs in trastuzumab treated BT474 and SKBR3 cells. (XLSX) Click here for additional data file.

S2 Table Differentially expressed miRNAs omitted from the final list. (XLS) Click here for additional data file.

S3 Table Differentially expressed miRNAs used for the final list. (XLS) Click here for additional data file.

S4 Table The degree centrality scores of miRNA-miRNA networks in SKBR3 and BT474. (XLSX) Click here for additional data file.

S5 Table The largest clusters in BT474 network and KEGG pathway nomenclature. (XLSX) Click here for additional data file.

S6 Table The largest clusters in SKBR3 network and KEGG pathway nomenclature. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

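Total RNA from BT474 and SKBR3 cells treated with 6 μg/mL trastuzumab or PBS for 144 h was labelled with Cy3 and hybridized to one-colour arrays of human miRNAs (miRBase release 19). The series labels 8 arrays, 2 biological replicates per treatment and cell line, on 1 slide read in 1 scan. All PBS arrays lie in slide row 2 and all trastuzumab arrays in slide row 1, so that treatment and row are confounded. Cell line, treatment and replicate were taken from the series labels.

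The authors deposited the intensities as the feature extraction software wrote them, with no normalization between arrays: the median of each spot and of its local background, the spot intensity after background subtraction, and a summed signal with a detection flag for each miRNA. The summed signal is 0.1 where a miRNA was not detected. The log2 values deposited by the authors are given per probe. According to the authors they were quantile normalized, and the values have the same distribution over the arrays of a cell line but not over both lines. The lowest of them lies at log2 of 10, and their ranks follow the mean background-subtracted intensity of the probe (Spearman correlation 0.940 to 0.950), more closely than the summed signal (0.472 to 0.531).

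Spots numbered 62344 per array, of which 60180 belong to 2006 human miRNAs, with 30 spots and 1 to 4 probe sequences for each miRNA. Detected miRNAs ranged from 201 (10.0%) to 256 (12.8%) per array. The residual SD of the log2 signal, as the median over the miRNAs detected on every array in the fit, was 0.104 in BT474 (221 miRNAs), 0.378 in SKBR3 (177 miRNAs) and 0.0701 in SKBR3 without the array labelled SKBR3 PBS replicate 1 (188 miRNAs). The file of this array is identical to that of BT474 PBS replicate 1. It was kept under its label in the comparison laid down at the start, and the value without it is given beside the SKBR3 counts and the SKBR3 changes of single miRNAs where there is one. The splits of the arrays and the detection switches were run on the 4 labelled arrays alone.

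The summed signals of the 2006 miRNAs were quantile normalized over the 8 arrays, values under 10 were set to 10, and log2 was taken. Each cell line was compared within itself, trastuzumab against PBS, with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on its 4 arrays. miRNAs at the floor on all arrays of the fit were not tested. A miRNA was called at an unadjusted p under 0.05 and a fold change above 2, as in the paper, and the Benjamini-Hochberg adjusted p was computed beside it over the miRNAs tested. A difference in response between the lines was tested with the interaction term of a limma fit to the 8 arrays, over 305 miRNAs, at an adjusted p under 0.05. Changes of the 5p and 3p arms of a hairpin, both detected on at least 2 arrays of the line, were compared with a Spearman correlation and 100000 permutations of the partners. For a miRNA detected on both arrays of one group and not on both of the other, the fold change is given as a limit, against the higher of each array's lowest detected signal and the miRNA's own value. The limits still depend on the scale of the values and on the floor, which lies above the lowest detected signal of some arrays after normalization. A p-value beside a limit tests the log2 fold change with the floor, to which 2 arrays at the floor add no spread. When an array was left out, it was left out of the normalization too, and a lone array of a group was assumed to vary like the other group. Where both arrays of the other group lie at the floor, such a fit has no spread of the miRNA's own, and no p is given for a named miRNA. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

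The miRNAs named in the text were set by a rule: every miRNA that the Results text names, for the cell line it is named for; the first 2 upregulated and the first 2 downregulated miRNAs of Table 1 for each line; for each line and direction the 3 largest fold changes among called miRNAs detected on both arrays of a group, with no overlap between the treatments; and the 2 arms of hsa-miR-4728, whose hairpin lies inside ERBB2 (GRCh38.p14 annotation). Other miRNAs that the text names were chosen after their values were seen, and it says so there. The lists of S1 Table and S3 to S6 Tables were read from the supplementary files, and those of Tables 1 and 5 from the paper. For these miRNAs the fold change of each probe was also taken from the deposited log2 values, and tested with the random variance model that Table 1 names.

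The tests were run on simulated arrays, in which 200 of 2006 miRNAs changed by 2 on the log2 scale. Levels and spreads were drawn from the 173 miRNAs detected on all 8 arrays, and no floor was applied. The recovery thus does not cover miRNAs that lie at the floor in a treatment. limma called 95.5% of them with 5 false calls at the spread of the BT474 arrays, 82.5% with 47 false calls at that of the 4 SKBR3 arrays, and 94.5% with 3 false calls at that of the SKBR3 arrays without PBS replicate 1. At an adjusted p under 0.05 it called 87.0%, 36.0% and 60.0% of them, with 1, 3 and 1 false calls.

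The alternatives were scaling to the 75th percentile of the miRNAs detected on all 8 arrays or of all miRNAs, quantile normalization within each line, background-subtracted spots averaged per miRNA, a normexp background correction with an offset of 50, floors of 1 and 32, the floor set before the normalization, 2 filters on detection, a two-sample test without shared variance and one with the random variance model, all 8 arrays in one fit, an intensity trend in eBayes, the replicate number as a block, the deposited log2 values in place of the intensities, and leaving out each array. Target predictions, pathways, networks and survival were not analysed here.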

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

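The BT474 comparison, the interaction term, the leaving out of single arrays and the other alternatives were set before the data were examined. The normexp correction among the alternatives, and all other tests in this part, were chosen after the result was seen. The miRNAs named here, apart from hsa-miR-499a-5p, were chosen after their values were seen.

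The response to trastuzumab differed between the cell lines in 5 of 305 miRNAs, by a test of the difference itself (limma interaction term, adjusted p under 0.05). Each was detected on both trastuzumab arrays of one line and on no other array: hsa-miR-499a-5p, hsa-miR-450a-5p and hsa-miR-181c-5p in BT474, hsa-miR-3923 and hsa-miR-4270 in SKBR3. The differences, SKBR3 minus BT474 on the log2 scale, were -3.49, -2.55, -2.41, 3.22 and 2.88, and their size depends on the floor of 10, as do the p-values, since arrays at the floor add no spread. The adjusted p-values by limma were 0.00364, 0.0102, 0.0104, 0.0102 and 0.0217. The number depends on the processing. It was 0 with an intensity trend, the replicate number as a block, background-subtracted spots and the deposited log2 values. An unadjusted p under 0.05 (limma) then held for 26, 15, 78 and 55 miRNAs. hsa-miR-499a-5p kept an adjusted p under 0.05 (limma) under both scalings, quantile normalization within each line and floors of 1 and 32. Without SKBR3 PBS replicate 2, the only SKBR3 PBS array is the file of BT474 PBS replicate 1. Differences between the lines then enter the term, so that this fit does not count differing responses alone. The number depends on single arrays too. It was 49 without the array labelled SKBR3 PBS replicate 1, 138 without SKBR3 PBS replicate 2, 1 without BT474 PBS replicate 1, and 0 in limma without BT474 PBS replicate 2, where 16 miRNAs had an unadjusted p under 0.05. It was 4 and 10 without BT474 trastuzumab replicates 1 and 2, and 3 and 11 without those of SKBR3. In 5 of the 49, 3 of the 4, 6 of the 10, 2 of the 3 and 8 of the 11, only lone arrays rose above the floor, so that the fit had no spread of the miRNA's own.

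A BT474 array under an SKBR3 label would be a technical source of such differences. The tables argue against it for these miRNAs, since all 5 had an adjusted p under 0.05 in limma without that array too (7.95e-05, 0.00253, 0.00561, 0.00987 and 0.0206 in the order above). Spot noise was tested on the probes in the authors' values, where 11 of 11 probes of these miRNAs differed in the direction of the call, but the miRNAs had been chosen for that difference, so that spot noise and a response of one line alone cannot be told apart. An effect of the slide row that is the same in both lines cancels in this term, as each row carries the same treatment in both, and whether the row acts on a miRNA in one line alone was not tested. A biological explanation given by the design, that a luminal B line and a HER2+ line respond differently, may apply and remains a hypothesis.

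The paper works with the miRNAs of S1 Table. Outside that list, 5 miRNAs rose in BT474 with an adjusted p under 0.05 in limma and were detected on both trastuzumab arrays and on neither PBS array, so that a signal appears in miRNAs the paper does not discuss, above the level of the PBS arrays. They were at least 7.81-fold (hsa-miR-499a-5p), 4.06-fold (hsa-miR-450a-5p), 3.70-fold (hsa-miR-181c-5p), 2.63-fold (hsa-miR-29c-5p) and 2.39-fold (hsa-miR-940) higher, with limma adjusted p-values of 0.00387, 0.0127, 0.016, 0.017 and 0.00837. These p-values depend on the floor, since PBS arrays at the floor add no spread. For hsa-miR-499a-5p, the limit ranged from 5.83 to 11.0 over the arrays left out, and was 8.75 at a floor of 1, 3.51 at a floor of 32, 4.35 when scaled to the detected miRNAs, 2.00 with background-subtracted spots and 1.83 with the deposited log2 values. It was called under 16 of 19 alternatives, 2 of which set 1 detected array against 2 at the floor and test no spread of its own. In the authors' values 9 of 10 probes of these miRNAs went up, from 0.942-fold to 2.13-fold, the exception being 1 of the 2 probes of hsa-miR-29c-5p. As the miRNAs were chosen for their rise, spot noise and a response to trastuzumab cannot be told apart by this test, and the slide row changes with the treatment here too.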

How the results depend on the processing

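The tests in this part follow alternatives set before the data were examined, except the normexp correction of the median spot signal and the deposited values tested per probe, with and without the array labelled SKBR3 PBS replicate 1, which were chosen after seeing the data.

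Of 17 named miRNA results with a value, 263 of 313 alternative values kept the direction and the side of the thresholds, and 0 of the 313 reversed a call. hsa-miR-2392 and hsa-miR-5090 in SKBR3 were called under 19 of 19 alternatives, hsa-miR-4472 in SKBR3 and hsa-miR-1825 in BT474 under 18, hsa-miR-4472 and hsa-miR-499a-5p in BT474 under 16, hsa-miR-2392 in BT474 under 14, hsa-miR-466 and hsa-miR-483-3p under 13, hsa-miR-4728-3p in BT474 under 12 and hsa-miR-762 in SKBR3 under 10. For each of these 11, 2 of the alternatives in its number set 1 detected array against 2 arrays at the floor, where the fit has no spread of the miRNA's own and every miRNA above the fold threshold is called. The limits moved too. That of hsa-miR-1825 in BT474 was 10.1-fold, 2.44-fold with the deposited log2 values and 17.4-fold at a floor of 1, and those of hsa-miR-2392 and hsa-miR-4472 in SKBR3 fell from 8.74 and 5.51-fold to 3.51 and 2.38-fold with the deposited log2 values. Another 23 named results lie at the floor on every array of the line, and 8 of their 69 alternative values, in 7 miRNAs, were called. Among these, hsa-miR-4517 in BT474 was called as higher with the deposited log2 values and had -0.57 with background-subtracted spots, where it was not called. Of 196 alternative counts, 106 lay within 1.5 times of the reported count and 90 outside. Of 40 alternative values for the correlation of the 5p and 3p arms, 14 change only the test or the filter and so repeat it. It was positive under the other 26, from 0.276 to 0.562 in BT474 and from 0.424 to 0.846 in SKBR3, with a permutation p under 0.05 in 11. For the changes below the cause was not tested, except where it is given.

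Normexp on the median spot signal (chosen after seeing the data) gave in BT474 0 upregulated and 2 downregulated miRNAs, 2 with an adjusted p under 0.05 and 2 in S1 Table, and an arm correlation of 0.487. In SKBR3 it gave 11 upregulated and 0 downregulated, 5 adjusted, an arm correlation of 0.706, and 0 miRNAs with a differing response (limma). At any fold, limma had 308, 96 and 114 miRNAs with an unadjusted p under 0.05. Background-subtracted spots gave 65 downregulated BT474 miRNAs, 48 adjusted and 44 in S1 Table, and 43 upregulated and 32 downregulated in SKBR3, 34 in S1 Table, an arm correlation of 0.846, and 0 differing responses (limma, 78 unadjusted).

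The deposited log2 values averaged per miRNA gave 41 upregulated and 44 downregulated BT474 miRNAs, 0 adjusted (limma, 181 unadjusted), 65 in S1 Table and an arm correlation of 0.466. In SKBR3 they gave 43 and 25, 0 adjusted (limma, 84 unadjusted), 55 in S1 Table and 0.565, and 0 differing responses (limma, 55 unadjusted). Per probe with the random variance model (chosen after seeing the data) they gave 134 and 141, 0 adjusted (306 probes unadjusted) and 265 in S1 Table for BT474, 110 and 102, 0 adjusted (240 probes unadjusted) and 202 in S1 Table for SKBR3, and 147 and 205, 0 adjusted (380 probes unadjusted) and 127 in S1 Table without the shared array. Of these miRNAs, 9, 10 and 22 are counted in both directions.

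Only miRNAs detected on all arrays in the fit left 10 upregulated and 9 downregulated in BT474, 12 adjusted and 11 in S1 Table, and 7 upregulated in SKBR3, 0 adjusted (limma, 15 unadjusted) and 6 in S1 Table, with 0 differing responses (limma, 28 unadjusted), since fewer miRNAs are tested. Detection on both arrays of a group gave 2 downregulated and 6 adjusted in SKBR3. A floor of 32 gave 11 downregulated BT474 miRNAs and an arm correlation of 0.508, 0 adjusted in SKBR3 (limma, 19 unadjusted) and 1 differing response, and a floor of 1 gave 8 adjusted in SKBR3.

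Scaling moved the balance of directions. BT474 had 18 up and 20 down under quantile normalization, 13 and 28 when scaled to the detected miRNAs, and 26 and 13 when scaled to all miRNAs, and SKBR3 had 13 and 1, 19 and 1, and 19 and 2. The median log2 change of the miRNAs detected on every array was 0 in BT474 under quantile normalization, -0.24 when scaled to the detected and 0.22 when scaled to all miRNAs, and 0.08, 0.11 and -0.03 in SKBR3. Scaled to the detected miRNAs the BT474 arm correlation was 0.534, and SKBR3 had 0 adjusted calls under both scalings (limma, 20 and 21 unadjusted). The 75th percentile of all miRNAs is 0.1 on every array, so that scaling to it leaves the signals as they are.

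The methods' t-test gave 11 downregulated BT474 miRNAs, 3 adjusted and 13 in S1 Table, and 0 downregulated, 1 adjusted and 7 in S1 Table in SKBR3, where it had 7 lower at an unadjusted p under 0.05 at any fold and limma 1. The random variance model and an intensity trend in limma each gave 0 adjusted in SKBR3 (14 and 20 unadjusted), and the trend 0 differing responses (26 unadjusted). All 8 arrays in one fit gave 11 downregulated and 8 adjusted in BT474 and 5 downregulated and 6 adjusted in SKBR3.

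With the replicate number as a block, limma gave 0 adjusted calls in BT474 (74 unadjusted), 8 upregulated, 3 downregulated, 0 adjusted (11 unadjusted) and 6 in S1 Table in SKBR3, and 0 differing responses (15 unadjusted). Arrays with the same number deviated from their group means with a correlation of 0.227 in BT474 and -0.0202 in SKBR3, over 2 pairs per line, so that the numbers are not shown to pair the arrays.

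Leaving out each array in turn, with the lone array assumed to vary like the other group, gave 12 to 19 BT474 miRNAs in S1 Table, an arm correlation from 0.311 to 0.562, and 0 to 138 differing responses (0 in limma without BT474 PBS replicate 2, with 16 unadjusted). In SKBR3 it gave 9 to 47 upregulated and 0 to 76 downregulated miRNAs, 0 to 112 adjusted, 6 to 20 in S1 Table and an arm correlation from 0.424 to 0.804. The high ends of the counts come without SKBR3 PBS replicate 2, where 59 of the 76 and of the 112 had both trastuzumab arrays at the floor. The 0 downregulated were without SKBR3 trastuzumab replicate 2 (limma, 0 of 17 unadjusted lower), and the 0 adjusted without either trastuzumab array (10 and 17 unadjusted). Without the array labelled SKBR3 PBS replicate 1, SKBR3 had 18 upregulated, 8 downregulated, 14 adjusted and 11 in S1 Table, with 49 differing responses. Of the 8 and of the 14, 7 had both trastuzumab arrays at the floor.

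A block for slide or scan was not run, since there is 1 slide and 1 scan, and normexp on the mean spot signal was not run, since the files give the median. Signal over background limits all results, as 1699 of 2006 miRNAs were detected on no array.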

Differences from the paper's values

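In this part the deposited values tested per probe, with and without the shared array, were chosen after the result was seen, and every other alternative was set before the data were examined.

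The paper reports 131 upregulated and 134 downregulated miRNAs in BT474 cells, against 18 and 20 here, and 104 upregulated and 98 downregulated in SKBR3 cells, against 13 and 1 here. Of 19 alternatives set before the data were examined, none comes within 1.5 times of the paper's count for BT474 in either direction or for SKBR3 upregulated miRNAs. For SKBR3 downregulated miRNAs 1 does, without SKBR3 PBS replicate 2, with 76, of which 59 set the shared array against 2 trastuzumab arrays at the floor, and the other 18 do not. The deposited log2 values tested per probe with the random variance model, a setting chosen after seeing the values, give 134 and 141 in BT474 and 110 and 102 in SKBR3, with 9 and 10 miRNAs counted in both directions, and call all 265 and 202 miRNAs of S1 Table in its direction.

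For 5 BT474 miRNAs the limit on trastuzumab over PBS lies beyond the paper's fold change by over 1.5 times. Each of these 5 paper values equals the fold change of 1 probe in the deposited values, while the limits are of the summed signals. hsa-miR-4728-3p has 0.278 in the paper and at most 0.160 here. Of 18 alternatives set before the data were examined, 6 change only the test or the filter and so leave a limit as it is, and the other 12 are counted here. For this miRNA 5 of them give a limit that is no longer over 1.5 times beyond the paper's value (scaling to all miRNAs, a floor of 32, the floor set first, the deposited log2 values, and without BT474 PBS replicate 1) and 7 do not. The limit at a floor of 32 is at most 0.422, which falls short of the paper's value. hsa-miR-1825 has 0.372 in the paper and at most 0.0990 here, where 3 give a limit no longer that far beyond it (background-subtracted spots, a floor of 32, and the deposited log2 values) and 9 do not. hsa-miR-2392 has 3.58 in the paper and at least 8.12 here, and hsa-miR-4472 has 3.37 in the paper and at least 8.02 here, and for each 4 give a limit no longer that far beyond it and 8 do not. Of the 4, scaling to detected miRNAs and a floor of 32 come within 1.5 times of the paper's value for both miRNAs, while background-subtracted spots (at least 1.83 and 1.73) and the deposited log2 values (at least 1.78 and 1.62) give weaker limits, under the paper's values by over 1.5 times. hsa-miR-483-3p has 0.261 in the paper and at most 0.146 here, where 6 give a limit no longer that far beyond it (scaling to all miRNAs, background-subtracted spots, a floor of 32, the floor set first, the deposited log2 values, and without BT474 PBS replicate 1) and 6 do not.

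The paper states that hsa-miR-216b falls in BT474 cells and rises in SKBR3 cells. It was detected on no array, its probes in the deposited values go both ways in both lines, and averaged over its 4 probes its log2 fold change was 0.18 in BT474 and 0.29 in SKBR3, neither of them shown to differ from 0 (limma, unadjusted p = 0.788 and unadjusted p = 0.532). Averaged over background-subtracted spots it was 0.14 and -0.01. The paper names hsa-miR-3671 as a miRNA with a high expression value in BT474 cells. It was detected on no array, and its probes in the deposited values go both ways.

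The paper describes the most central nodes of the SKBR3 network as equally up and down, where S1 Table gives 9 up and 5 down among the 15 of Table 5.

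Several miRNAs that the paper's Results text or the top of Table 1 names as responsive are called only under an alternative. In BT474 the deposited log2 values averaged per miRNA call hsa-miR-3064-3p (-1.36), hsa-miR-4517 as higher and hsa-miR-5692a (-1.01), background-subtracted spots call hsa-miR-32-3p (-1.58) and hsa-miR-4474-5p. Background-subtracted spots give hsa-miR-4517 the opposite direction (-0.57). In SKBR3, with the shared array under its label, the deposited log2 values call hsa-miR-10b-5p (-2.20), hsa-miR-3194-5p (1.14), hsa-miR-3942-5p (1.01), hsa-miR-338-5p (1.26) and hsa-miR-339-3p (-1.26). Background-subtracted spots with that array call hsa-miR-10b-5p (-2.66) and hsa-miR-3194-5p (1.01). The values are log2 fold changes. No such average is given without the shared array. Without it, the fold change of the most changed deposited probe was weaker for hsa-miR-10b-5p (0.323, against 0.165 with it). It was also weaker for hsa-miR-3194-5p (2.04, against 3.03) and hsa-miR-3942-5p (2.30, against 2.72). For hsa-miR-338-5p (12.6, against 10.5) and hsa-miR-339-3p (0.0167, against 0.0574) it was stronger. hsa-miR-32-3p without BT474 PBS replicate 2, and hsa-miR-10b-5p, hsa-miR-200a-3p and hsa-miR-339-3p without SKBR3 PBS replicate 2, also pass the thresholds, but as 1 detected signal against 2 arrays at the floor, where the fit has no spread of the miRNA's own. No alternative set before the data were examined calls hsa-miR-146b-5p, hsa-miR-216b, hsa-miR-29b-2-5p, hsa-miR-3121-3p, hsa-miR-3671, hsa-miR-559, hsa-miR-34c-3p or hsa-miR-588 in BT474, or hsa-miR-190a, hsa-miR-216b, hsa-miR-298, hsa-miR-3976, hsa-miR-513a-3p, hsa-miR-548b-5p or hsa-miR-580 in SKBR3. Apart from hsa-miR-548b-5p, each of these has a probe that the random variance model calls in the deposited log2 values, the setting chosen after seeing the values, and hsa-miR-548b-5p has such probes, 1 in each direction, only when the shared array is left out as well, also chosen after seeing the values.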

Other observations

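The tests in this part were chosen after the result was seen, except the detection of called miRNAs, the other splits of the 4 arrays of a line, the correlation of the arms, and the leaving out of single arrays.

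The array labelled SKBR3 PBS replicate 1 carries the file of BT474 PBS replicate 1. Its highest Spearman correlation with another SKBR3 array is 0.788, under the lowest between arrays with BT474 labels, 0.934, which is what a BT474 array under an SKBR3 label gives. A swap of 2 arrays between the lines would need an SKBR3 array under a BT474 label, and the same 0.934 argues against one. In the deposited log2 values the columns of both labels rank all 4818 probes alike, and the SKBR3 means of S1 Table match only when this array is included. Of the pairs of replicates, those of SKBR3 PBS had 84 miRNAs detected on 1 of 2 arrays, against 21 to 26 in the other groups. No biological explanation was tested.

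Of the downregulated SKBR3 miRNAs of S1 Table, 7 were detected on an array of the line, and 6 of these on the shared array alone, 5 of which were detected on all 4 BT474 arrays. The 6 include 3 of the 10 most downregulated miRNAs of that list. The number is consistent with a BT474 array under an SKBR3 label, which would make miRNAs of BT474 cells appear lost after trastuzumab. It does not reach the 91 listed downregulated miRNAs that no SKBR3 array detected.

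The miRNAs of S1 Table were detected no more often than the others, 12.8% in BT474 and 11.4% in SKBR3 against 14.5% outside either list, which is consistent with lists drawn mostly from signals near background. Where a miRNA has several probes, the fold changes of the first 2 in the authors' values had a Spearman correlation of 0.736 over 221 miRNAs detected on every BT474 array and of 0.0672 over 1713 detected on none. In SKBR3 the correlations were 0.847 over 177 and 0.0168 over 1715 miRNAs, and 0.583 over 188 and 0.0107 over 1773 without the shared array. Spot noise may thus account for most fold changes of undetected miRNAs, while the values of detected miRNAs argue against it as their whole source. These correlations run across miRNAs, which are not independent replicates, and probes of one miRNA on the same arrays share any effect of the array or the slide row. When the 4 arrays of a line were split in the 2 other ways, the authors' probe values gave 205 and 167 called miRNAs in BT474 against 266 for trastuzumab, and 201 and 184 in SKBR3 against 202.

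The p-values of the BT474 list in S1 Table rise at 264 of 264 steps down the list and have a Spearman correlation of 0.0475 with those computed from the deposited values by the random variance model, while those of S3 Table reach 1.00 over 208 miRNAs and differ from S1 Table for 207 of them. A column sorted apart from the rest is a candidate explanation. In the SKBR3 list the correlation is 1.00. No biological explanation was tested.

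Of the 52 calls in the 2 lines, 26 were in miRNAs detected on neither array of a treatment, and for these signals near background and a change in the cells cannot be told apart call by call. As a set, the BT474 switches argue against detection at random. There were 20 miRNAs detected on both arrays of one treatment and neither of the other, against 3 and 0 in the other splits of the BT474 arrays. In SKBR3 there were 9, against 3 and 3. Of the 3 splits of the BT474 arrays, 1 (the real one) gave as many calls as trastuzumab against PBS, with 6 and 0 in the others, and of the 3 splits of the SKBR3 arrays also 1, with 3 and 4 in the others. With 3 splits the share is never under 0.05, so chance cannot be excluded. Position on the slide cannot be told apart from the treatment either, as 0 trastuzumab arrays lie in the row of the PBS arrays.

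The fold changes of the 5p and 3p arms of a hairpin had a Spearman correlation of 0.263 over 20 hairpins in BT474 (p = 0.261, permutation) and of 0.473 over 14 in SKBR3 (p = 0.0909, permutation), or 0.424 without the shared array (p = 0.133, permutation). The outcome depends on the processing. Of the 26 alternatives that can change the correlation, 11 had a permutation p under 0.05, 2 of these with the normexp correction chosen after seeing the data. Among the 11 are 0.534 in BT474 scaled to the detected miRNAs (p = 0.0163, permutation) and 0.846 in SKBR3 with background-subtracted spots (p = 0.00027, permutation), over the same hairpins. Noise unrelated to the transcript and a change of the hairpin thus cannot be told apart.

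Over the 7 different arrays, a limma fit with line and treatment gave 10 miRNAs with an adjusted p under 0.05 and a fold change above 2, 10 up and 0 down, among 305 tested. Of 18 splits within the lines, 1 (the real one) gave as many. The share of 1 in 18 is never under 0.05, so chance cannot be excluded. Among the 10, hsa-miR-2392, hsa-miR-4472 and hsa-miR-29c-5p (the last chosen after its values were seen) were detected on all 4 trastuzumab arrays and none of the 3 PBS arrays. A rise shared by both lines may be biological or follow the slide row.

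S1 Table holds 130 upregulated and 135 downregulated miRNAs for BT474. The miRNA that the text calls hsa-miR-26b-2-5p is drawn as hsa-miR-29b-2-5p in Fig 6, and Tables 3 and 4 exchange the numbers of FAM9C and SAMD12 for BT474. Of the network nodes, 10 in BT474 and 4 in SKBR3 carry a name that is not in S1 Table. One of them, hsa-miR-190a-5p in SKBR3, is in S1 Table as hsa-miR-190a.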
